# CSF hyperdynamics in rats mimicking the obesity and androgen excess characteristic of patients with idiopathic intracranial hypertension

**DOI:** 10.1186/s12987-024-00511-1

**Published:** 2024-01-25

**Authors:** Jonathan H. Wardman, Søren Norge Andreassen, Trine L. Toft-Bertelsen, Mette Nyholm Jensen, Jens E. Wilhjelm, Bjarne Styrishave, Steffen Hamann, Steffen Heegaard, Alexandra J. Sinclair, Nanna MacAulay

**Keywords:** Choroid plexus, IIH, Cerebrospinal fluid, Testosterone, Sex hormones, Intracranial pressure, Transcriptomics

## Abstract

**Background:**

Idiopathic intracranial hypertension (IIH) is a syndrome exhibiting elevated intracranial pressure (ICP), visual disturbances, and severe headache. IIH primarily affects young obese women, though it can occur in individuals of any age, BMI, and sex. IIH is characterized by systemic metabolic dysregulation with a profile of increased androgen hormones. However, the contribution of obesity/hormonal perturbations to cerebrospinal fluid (CSF) dynamics remains unresolved.

**Methods:**

We employed obese female Zucker rats and adjuvant testosterone to reveal IIH causal drivers. ICP and CSF dynamics were determined with in vivo experimentation and magnetic resonance imaging, testosterone levels assessed with mass spectrometry, and choroid plexus function revealed with transcriptomics.

**Results:**

Obese rats had undisturbed CSF testosterone levels and no changes in ICP or CSF dynamics. Adjuvant testosterone treatment of obese rats elevated the CSF secretion rate, although with no effect on the ICP, due to elevated CSF drainage capacity of these rats.

**Conclusions:**

Obesity in itself therefore does not suffice to recapitulate the IIH symptoms in rats, but modulation of CSF dynamics appears with adjuvant testosterone treatment, which mimics the androgen excess observed in female IIH patients. Obesity-induced androgen dysregulation may thus contribute to the disease mechanism of IIH and could potentially serve as a future therapeutic target.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-024-00511-1.

## Introduction

Idiopathic intracranial hypertension (IIH) is a syndrome characterized by elevated intracranial pressure of an unknown origin resulting in disabling symptoms including headache, visual disruption due to optic nerve head swelling (papilledema), and cognitive impairment [1–6]. This syndrome almost exclusively affects obese women of child-bearing age, covering over 90% of all IIH cases [5–8]. With rapidly increasing global rates of obesity [9], incidence of IIH has also monumentally increased, with over 350% more cases in the past decade [7, 10–12]. Not only does increasing prevalence of obesity promise to increase IIH prevalence, but the increasing severity of obesity in the population will likely lead to increased prevalence of IIH, and associated increased severity of symptoms, since these correlate with elevated BMI [9]. While avoidance of permanent visual impairment has improved with increased awareness and early intervention to prevent the most severe symptoms [5–7], disability can still arise from headache and cognitive impairment symptomatic of IIH [3, 8, 10]. The definitive intervention to manage IIH is weight loss, either via diet or bariatric surgery [13], but acute surgical intervention is required in cases where vision is threatened [6]. Reduction of ICP can be obtained with alleviation of the CSF burden via ventriculoperitoneal shunt, which diverts CSF from the brain ventricles to the abdomen [2, 13, 14] or, alternatively, via pharmacological treatment using either acetazolamide or topiramate, which lowers CSF production [2, 15]. However, potential complications and need for revision of surgical procedures [2, 6], and low adherence to pharmacological treatments due to severe side effects [2], obviate a need for more effective treatments with fewer complications. As both interventions target reduction of CSF volumes, a better understanding of the contribution of CSF production to IIH etiology could lead to effective strategies to treat elevated ICP in IIH. The elevated ICP that is so characteristic of IIH has previously been attributed to aspects of CSF dynamics including elevated venous pressure [16, 17], increased CSF production [18–20], reduced CSF drainage capacity [20–23], and increased brain fluid content [24–26], possibly related to venous sinus stenosis [27, 28], or changes in brain tissue compliance due to fibrogenesis and basement membrane deterioration [29]. However, these proposed contributors to IIH etiology have been contested [30–32] and changes in CSF dynamics in IIH patients are therefore yet to be satisfactorily assessed. The invasive nature of some CSF measurement techniques prevents the employment of IIH patients for thorough investigation of these aspects. An experimental animal model recapitulating IIH symptomatology would allow a complete characterization of the contributions from variables involved in CSF dynamics. To this end, previous studies have employed high-fat diet (HFD) to induce obesity in female rodents with demonstration of some degree of elevated ICP in these rats, in part due to their reduced CSF drainage capacity [33, 34], although with no obvious changes to CSF flow rates [34].

It is unsurprising that appropriate age, obesity, and female sex alone are unable to completely recapitulate IIH in rodents. Among women fitting this description, i.e. young and obese, the incidence of IIH is only 15.2/100,000 [7], indicating that factors other than merely obesity are required for IIH manifestation. Among many other putative factors contributing to IIH etiology, such as altered levels of hormones, inflammatory markers, and enzyme activity [35–37], most notable is androgen (testosterone) excess in serum and CSF of IIH patients, differentiating them from unaffected obese females [36]. Notably, treatment of lean female rats with adjuvant testosterone leads to increased CSF production and elevated ICP, in part due to elevated activity of the choroid plexus Na^+^,K^+^,2Cl^−^ cotransporter NKCC1 [34] which is a key contributor to CSF production [38–41], suggesting a possible connection between IIH-related testosterone burden and disturbed CSF dynamics.

Neither obesity nor androgen levels can be readily manipulated in patient populations to determine their contributions to IIH etiology. High-fat diet animal models have not reached obesity levels fully recapitulating those observed in the IIH patient group [33, 34], indicating that an updated animal model combining adequate obesity and adjuvant testosterone might better illustrate the potential contribution of altered CSF dynamics to IIH symptoms. To this end, we have employed genetically obese female Zucker rats with and without adjuvant testosterone to determine the impact of a combination of these factors in IIH etiology and symptomatology, including ICP, brain fluid dynamics, choroid plexus function, and ventricular morphology.

## Methods

### Experimental animals

Animal handling and experiments were performed according to European guidelines and complied with all ethical regulations. All experiments were approved by the Danish Animal Experiments Inspectorate with permission no. 2018-15-0201-01515. Female heterozygous lean (*+/fa*) and obese (*fa/*fa) Zucker rats (Charles River Laboratories), were received aged 6 weeks, and maintained on normal chow diet for 10 weeks prior to experimentation. Diet and water were provided *ad libitum* and the rat weights recorded on a weekly basis. For testosterone experiments, female obese Zucker rats were injected twice-weekly with 1 mg testosterone propionate in 100 µl sesame oil (86,541, Sigma-Aldrich) [42] and female lean Zucker rats were injected with 100 µl sesame oil (S3547, Sigma-Aldrich, vehicle control) subcutaneously starting four weeks prior to experimentation. Testosterone administration was calculated to obtain supraphysiological testosterone levels concomitant with those observed in female IIH patients [36, 42].

### Anesthesia and ventilation

Anesthesia was predominantly implemented via intraperitoneal (i.p.) injection of 6 mg/ml xylazine + 60 mg/ml ketamine (ScanVet) in sterile water (0.17 ml/100 g bodyweight, pre-heated to 37° C). Animals were re-administered half ketamine dose as required to sustain anesthesia. One rat was excluded because it was unresponsive to initial anesthesia administration. The body temperature was maintained at 37 °C by a homeothermic monitoring system (Harvard Apparatus). Mechanical ventilation was employed for all anesthetic protocols lasting more than 30 min, to ensure stable respiratory partial pressure of carbon dioxide (pCO_2_) and oxygen (pO_2_) and arterial oxygen saturation and thus stable plasma pH and electrolyte concentration. Surgical tracheotomy was carried out for mechanical ventilation, which was controlled by the VentElite system (Harvard Apparatus) by 0.9 l/min humidified air mixed with 0.1 l/min oxygen adjusted with approximately 2.6 ml per breath, 80 breath/min, a Positive End-Expiratory Pressure (PEEP) at 2 cm, and 10% sight for both lean and obese rats. Ventilation settings were optimized for each animal using a capnograph (Type 340, Harvard Apparatus) and a pulse oximeter (MouseOx® Plus, Starr Life Sciences) after system calibration with respiratory pCO_2_ (4.5–5.0 kPa) and pO_2_ (13.3–17.3 kPa) and arterial oxygen saturation (98.8–99.4%) (ABL90, Radiometer).

### ICP and resistance to outflow (*R*_*out*_) measurements

Anesthetized and ventilated rats, placed in a stereotactic frame had the skull exposed, and were first implanted with a cannula (Brain infusion kit 2, Alzet) into the left lateral ventricle as described below in the ventriculo-cisternal perfusion section. After cementing the cannula in place, a 3.6 mm diameter cranial window was drilled with care not to damage the dura. An epidural probe (PlasticsOne, C313G) was secured with dental resin cement (Panavia SA Cement, Kuraray Noritake Dental Inc.) above the dura and the ICP probe was filled with HEPES-aCSF (in mM) 120 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.3 MgSO_4_, 1 NaH_2_PO_4_, 10 glucose, 17 Na-HEPES, adjusted to pH 7.4 with NaOH) before connection to a pressure transducer APT300 and transducer amplifier module TAM-A (Hugo Sachs Elektronik). To ensure the presence of a continuous fluid column between the dura and the epidural probe, approximately 5 µl HEPES-aCSF was initially injected through the epidural probe. The ICP signal was recorded at a 1 kHz sampling rate using BDAS Basic Data Acquisition Software (Hugo Sachs Elektronik). Jugular compression was applied to confirm proper ICP recording. Five rats in each group were employed to measure the ICP. After 30 min of ICP recording, resistance to CSF drainage assay was performed by pumping aCSF into the lateral ventricle cannula for intervals of 10 min at 5, 10, 15, and 20 µl/min, with a one minute pause between each rate increase. Resistance to drainage (*R*_*out*_) was calculated using the following equation (derived from [43]):

$$ {R}_{out}=\frac{{ICP}_{f}-{ICP}_{i}}{I}$$

where *ICP*_*f*_ = stable ICP after 10 min of infusion at a given rate in mmHg, *ICP*_*i*_ = initial, stable baseline ICP in mmHg, and *I* = infusion rate in µl/min. *R*_*out*_ for each rate of infusion was calculated and averaged across all infusion rates for each rat to determine resistance to CSF drainage. Six rats in each group were employed to measure the R_out_.

### ICP waveform analysis

The raw ICP data stored as semicolon separated values in normal text files by the BDAS software were read into MATLAB (MathWorks) and possible spikes and non-physiological data points removed. This was followed by low-pass filtering (anti-aliasing) and down sampling to 100 Hz. These signals were of length about 300 to 900 s and contained approximately 1.3 Hz frequency components from the artificial ventilation, the heart rate as well as other minor interferences. Since the heart rate was in the region 2.5 to 5 Hz, frequency components from the signal was spectrally bandpass filtered between 1.6 and 5.5 Hz with a Tukey window. The instantaneous peak-to-peak amplitude was finally extracted from the filtered time signals. The average of this is denoted mean wave amplitude (MWA). Five rats in each group were employed to quantify the ICP waveform.

### Retinal nerve fiber layer thickness analysis at the optic nerve head

The eyeballs were removed from the rats after anaesthetization and decapitation. The eyes were fixed in 4% buffered formaldehyde and embedded in paraffin. Sections were cut at 4 μm and mounted on glass slides. The sections were stained with hematoxylin-eosin (HE) and imaged. The optic nerve heads in both groups appeared normal without any pathology or signs of papilledema. For analysis of the retinal nerve fiber layer (RNFL) thickness, the best possible quality histological section from each rat covering the central portion of the optic nerve head, were used for measuring the RNFL thickness at the boundary between the retina and the optic nerve on each side of the optic nerve head using ImageJ commercial freeware (available at https://imagej.nih.gov/ij/download.html), as previously described [33, 44]. Six obese and testosterone-treated rats and three lean rats were employed to measure the RNFL thickness.

### Ventriculo-cisternal perfusion

Rats were anesthetized, ventilated, and an infusion cannula (Brain infusion kit 2, Alzet) was stereotactically placed in the right lateral ventricle. A 0.5 mm (diameter) burr hole was drilled (1.3 mm posterior, 1.8 mm lateral to bregma), and a 4 mm (length) brain infusion cannula (Brain infusion kit2, Alzet) was glued in place on the cranium with the cannula placed into the lateral ventricle, through which a pre-heated (37 °C, SF-28, Warner Instruments) $$\text{HCO}_{3}^{-}$$buffered aCSF ($$\text{HCO}_{3}^{-}$$-aCSF; (in mM) 120 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.3 MgSO_4_, 1 NaH_2_PO_4_, 10 glucose, 25 NaHCO_3_, equilibrated with 95% O_2_/5% CO_2_ to obtain a pH of 7.4) containing 1 mg/ml TRITC-dextran (tetramethylrhodamine isothiocyanate-dextran, MW = 150,000; T1287, Sigma), 307 mOsm, was infused at 9 µl/min. CSF was sampled from cisterna magna at 5 min intervals with a glass capillary (30–0067, Harvard Apparatus pulled by a Brown Micropipette puller, Model P-97, Sutter Instruments) placed at a 5° angle (7.5 mm distal to the occipital bone and 1.5 mm lateral to the muscle-midline). The cisterna magna puncture and continuous fluid sampling prevent elevation of ICP during the procedure. The fluorescent content of CSF outflow was measured in triplicate on a microplate photometer (545 nm, SyneryTM Neo2 Multi-mode Microplate Reader; BioTek Instruments), and the CSF secretion rate *V*_*p*_ (µl/min), was calculated from the equation [45]:

$$ {V}_{p}={r}_{i}\times \frac{{C}_{i}-{C}_{o}}{{C}_{o}}$$

where *r*_*i*_ = infusion rate (µl/min), *C*_*i*_ = fluorescence of inflow solution, *C*_*o*_ = fluorescence of outflow solution. Six obese rats and four lean rats were employed for ventriculo-cisternal perfusion.

### Live imaging of CSF movement

Rats were anesthetized, placed in a stereotactic frame and through a burr hole in the lateral ventricle (same coordinates as for ICP and ventriculo-cisternal perfusion) a Hamilton syringe (RN 0.40, G27, a20, Agntho’s) was placed (4 mm deep) with 15 µl $$\text{HCO}_{3}^{-}$$-aCSF with 10 µM carboxylate dye (MW = 1,091 Da, IRDye 800 CW, P/N 929–08972, LI-COR Biosciences). Immediately after the dye injection, the rat was swiftly placed in a Pearl Trilogy Small Animal Imaging System (LI-COR Biosciences) and within 1 min after ventricular dye injection, images were obtained at 30 s intervals (800 nm channel, 85 μm resolution, for 5 min). A white field image was acquired at the termination of each experiment, after which the rat was sacrificed. The isolated brain was then bisected to expose the ventricles to record a final micrograph ensuring proper targeting of the ventricular compartment. Images were analyzed in a blinded fashion using LI-COR Image Studio 5.2 (LI-COR Biosciences) and data presented as fluorescence intensity in a region of interest placed in line with lambda, normalized to the signal obtained in the first image. Five rats in each group were employed for the live-imaging of CSF flow.

### Brain water quantification

For brain water determination, rats were decapitated under anesthesia. The brain was rapidly dissected into a pre-weighed porcelain evaporating beaker (Witeg) and weighed within 1 min after brain isolation. The brain was then homogenized with a spatula (to increase surface area) and left at 100^°^C for approximately 90 h to dry. After drying, the brain was weighed again and the difference in the two measurements corresponded to the brain water (in g) and was employed to obtain the water percentage. Four lean rats and five obese rats were employed for brain water quantification.

### MRI analysis

Isoflurane-anesthetized rats underwent MRI in a 9.4 Tesla preclinical horizontal bore scanner (BioSpec 94/30 USR, Bruker BioSpin) equipped with a 240 mT/m gradient coil (BGA-12 S, Bruker) at the Preclinical MRI Core Facility, University of Copenhagen. The scanner was interfaced to a Bruker Avance III console and controlled by Paravision 6.1 software (Bruker). Imaging was performed with an 86 mm-inner-diameter volume resonator and a 4-channel surface quadrature array receiver coil. The animal body temperature was maintained at 37 ± 0.5 °C with a thermostatically controlled waterbed and its respiratory rate monitored by an MR-compatible monitoring system (SA Instruments). The imaging protocol consisted of T_2_-weighted 2D rapid acquisition with relaxation enhancement (2D-RARE) for reference spatial planning with the following settings: repetition time (TR) = 4000 ms, effective echo time (TE) = 60 ms, number of averaging (NA) = 4, RareFactor = 4, slice thickness = 500 μm, in-plane spatial resolution size = 137 × 273 μm, 25 coronal slices, total acquisition time (TA) = 8.5 min. For obtaining high resolution CSF volumetry, a 3D constructive interference steady-state sequence (3D-CISS) [46, 47] image was calculated as a maximum intensity projection (MIP) from 4 realigned 3D-TrueFISP volumes with 4 orthogonal phase encoding directions (TR = 4.6 ms, TE = 2.3 ms, NA = 1, Repetitions = 2, Flip angle = 50°, 3D spatial resolution 100 × 100 × 100 μm, RF phase advance 0, 180, 90, 270°, TA = 28 min). To obtain optimal spatial uniformity, all acquired 3D-TrueFISP volumes were motion-corrected before calculation as MIP, and the image bias field was removed with Advanced Normalization Tools (ANTs) [48, 49]. For each brain sample, the total brain volume was automatically segmented by using region growing with ITK-snap (version 3.8.0) [50]. In addition, the pixel intensity factorized semi-automatic thresholding was performed to segment the lateral ventricle in each hemisphere. The volume measurement of the whole brain and lateral ventricles were performed in ITK-snap. The analysis was carried out in a blinded fashion. Four rats in each group were employed for MRI.

### RNA sequencing

Choroid plexus (lateral and 4^th^) was rapidly isolated from rats after anaesthetization and decapitation; brains were submerged in cold HEPES-buffered aCSF for isolation and stored in RNAlater® (Sigma) at -80 °C prior to RNA extraction and library preparation with NEB Next® Ultra™ RNA Library Prep Kit (NEB) by Novogene. RNA sequencing (paired-end 150 bp, with 12 Gb output) was performed on an Illumina NovaSeq 6000 (Illumina). All program parameter settings for library building and mapping, together with all scripts for the gene annotation and analysis are available at https://github.com/Sorennorge/MacAulayLab-RNAseq3-Zucker. Raw data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE232814). The sequencing data of 150 base paired-end reads were mapped to reference genome (Rattus norvegicus Rnor_6.0 v.104) using Spliced Transcripts Alignment to a Reference (STAR) RNA-seq aligner (v. 2.7.9a) [51]. The mapped alignment by STAR was converted to raw counts from STAR GeneCounts. The raw counts from STAR GeneCount were used for differential expression analysis using R library and program DEseq2 [52]. Differentially expressed genes were determined based on standard procedure of DEseq2 analysis with false discovery rate (FDR, Benjamini–Hochberg method) [53] of less than 0.05 [54]. The Volcano plot was created using R library ggplot2 [55], the subplot for the pie chart was created using python library matplotlib, and the subplot for Heatmap was generated using R library pheatmap [56]. The Gene Ontology (GO) enrichment analysis was generated utilizing the Panther database [57] with the gene symbols from the differentially expressed genes from DEseq2 to classify the protein class of each gene and the pie chart of the GO enrichment analysis created using python library matplotlib. Transporters from the enrichment analysis were extracted and compartment scores were calculated and only transporters with a ‘plasma membrane’ score above 2 were used for the bar chart [58]. The network analysis was generated from differentially expressed genes from DEseq2 using the gene symbols as protein database query from String-database (https://string-db.org/) [59] and only including connections with a string confidence score above 0.7 as a plugin for Cytoscape (v. 3.9.1) [60]. The node size is divided into 4 different categories according to the expression levels of the genes (less than one TPM, between 1 and 10 TPM, between 10 and 100 TPM, and more than 100 TPM). Network analysis, in respect to transporters of interest, was first generated with all first order connections to the transporters with the string DB with connection score above 0.7. Hereafter, the connections to differentially expressed genes were added. Six (lean vs. obese) or four (lean vs. obese and testosterone-treated) rats in each group were employed for RNAseq.

### Androgen quantification in CSF

Rats were anesthetized, placed in a stereotactic frame and CSF was extracted through a cisterna magna puncture and immediately centrifuged to pellet cell debris (2000 × *g*, 10 min, 4 °C) prior to storage of the ∼ 100 µl supernatant at -80 °C in sealed microcentrifuge tubes. The steroid extraction was performed as earlier described [61] with a further modification of the CSF analysis to encompass a different size of solid-phase extraction columns (100 mg Bond elute C_18_ solid-phase extraction cartridges; 1 ml; Agilent, USA) and therefore corresponding volume changes for conditioning (1 ml MeOH followed by 2 × 1 ml dH_2_O), washing (2 × 1 ml dH_2_O followed by 1 ml H_2_O:MeOH (3:1)) and elution (1 ml H_2_O:MeOH (1:4)). The liquid chromatography online clean-up, chromatographic separation of androgens and mass spectrometry data analysis were done as previously described [61]. Four rats in each group were employed for androgen quantification, but one statistically significant outlier was removed from the lean rat group and one from the obese and testosterone-treated group.

### Statistical analysis

Data analysis and statistical tests were carried out using Graphpad Prism version 9. For statistical analysis, student’s unpaired two-sample t-test was used for comparison of two groups of animals and linear regression was performed to detect potential correlation effects. The significance of the data was estimated based on a p-value < 0.05 and displayed with the mean and standard error of the mean (SEM).

## Results

### Obesity does not associate with increased intracranial pressure

To obtain an animal model representative of the obesity characteristic of the majority of IIH patients, we employed a female rat model of obesity originating from a genetic deficiency in the leptin receptor. These Zucker rats then do not experience satiation and become obese due to hyperphagia of a normal chow diet [62], Fig. 1A. At the time of experimentation (16 weeks of age), the obese Zucker rats (henceforward termed ‘obese’) weighed 406 ± 9 g, *n* = 15 vs. their non-mutated lean counterpart (henceforward termed ‘lean’) at 236 ± 3 g, *n* = 16, *p* < 0.001, Fig. 1B-C, with rodent body mass indexes (BMI) of 0.87 ± 0.02 g/cm^2^ in the obese rats, *n* = 15 vs. 0.47 ± 0.01 g/cm^2^ in the lean rats, *n* = 16, *p* < 0.001 (Fig. 1D). Despite the severe obesity of the experimental rat cohort, their ICP (3.51 ± 0.36mmHg, *n* = 5) was not significantly different from their lean counterparts (4.33 ± 0.42 mmHg, *n* = 5, *p* = 0.18, Fig. 1E-F) with no correlation between ICP and bodyweight (*n* = 10, R^2^ = 0.21, *p* = 0.18, Fig. 1G). ICP waveform analysis revealed similar mean wave amplitudes in the two rodent cohorts (0.14 ± 0.04 mmHg, *n* = 5 in the obese rats vs. 0.12 ± 0.04 mmHg, *n* = 5 in the lean rats, *p* = 0.78, Fig. 1H-I) and showed no significant correlation with ICP (*n* = 10, R^2^ = 0.01, *p* = 0.78, Fig. 1J). The obese Zucker rats therefore did not present with the elevated ICP characteristic of IIH patients.

**Fig. 1:**
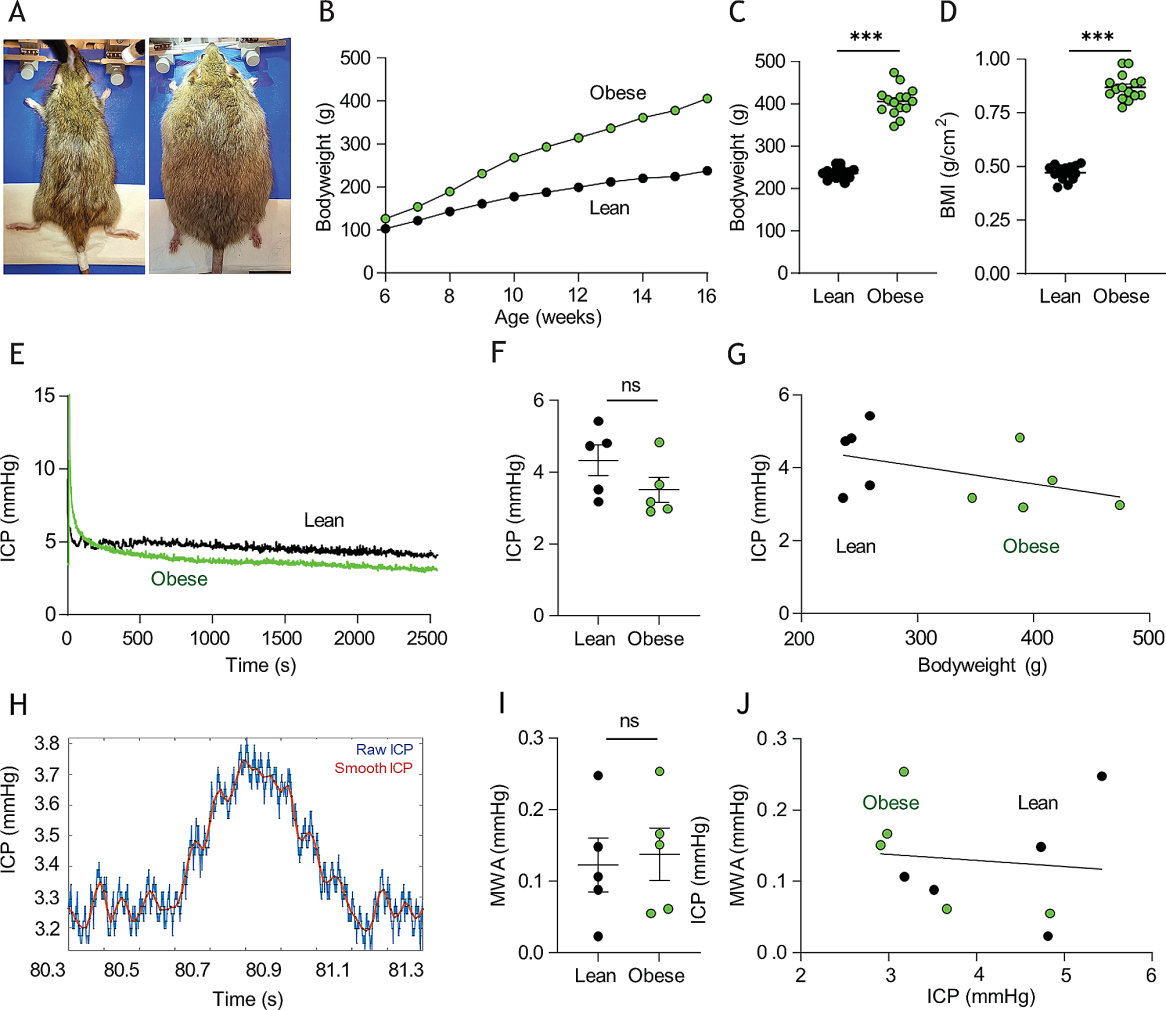
Zucker rat bodyweight and intracranial pressure. **A** Images of lean (left panel) and obese (right panel) Zucker rats. **B** Bodyweight increases as a function of time of Zucker lean (n = 15) and obese (n = 16) rats included in study. Error bars are within the symbols. **C** Rat bodyweight and **D** body mass index (BMI) at time of experimentation. **E** representative intracranial pressure (ICP) traces from Zucker lean and obese rats with the final 15 min recordings quantified in **F**, n = 5 of each. **G** Correlation analysis of ICP as a function of bodyweight in the tested Zucker rats. **H** Representative ICP trace with “raw” (blue line) and “smoothed” (red line) signals, the latter used to calculate the mean wave amplitude (MWA), represented in **I** (n = 5 of each). **J** Correlation analysis of MWA as a function of ICP, n = 10. Statistical significance evaluated with Student’s unpaired t-test or simple linear regression and results shown as mean ± SEM. ***p < 0.001, ns = not significant

### Obesity in itself does not influence the CSF secretion rate

To determine whether rodent obesity modulates the CSF dynamics, we determined the CSF secretion rate in vivo with the ventriculo-cisternal perfusion technique [38]. Here, fluorescent dextran dissolved in heated and gas-equilibrated artificial cerebrospinal fluid (aCSF) is delivered continuously into the lateral ventricle of anesthetized and mechanically ventilated rats with concomitant fluid collection from a cisterna magna puncture. During fluid passage through the ventricles, the dextran is diluted with the endogenously secreted CSF, the ratio of which is employed to calculate the rate of CSF production (Fig. 2A). The CSF secretion rate was similar in the two cohorts (3.84 ± 0.89 µl/min, *n* = 4 in the obese rats vs. 4.22 ± 1.08 µl/min, *n* = 6 in the lean rats, *p* = 0.58, Fig. 2B) and did not display correlation with bodyweight (*n* = 10, R^2^ = 0.02, *p* = 0.64, Fig. 2C). Accordingly, the brain water percentage remained comparable in the two cohorts (77.7 ± 0.3% in the obese rats, *n* = 5 vs. 78.1 ± 0.7% in the lean rats, *n* = 4, *p* = 0.34, Fig. 2D), although the brain mass was significantly lower in the obese rats, whether determined as total brain weight (1.81 ± 0.02 g, *n* = 5 in the obese rats vs. 1.88 ± 0.06 g, *n* = 4 in the lean rats, *p* < 0.05, Fig. 2E) or relative to bodyweight (4.52 ± 0.22 µg/g, *n* = 5 in the obese rats vs. 7.76 ± 0.12 µg/g, *n* = 4 in the lean rats, *p* < 0.001, Fig. 2F).

**Fig. 2:**
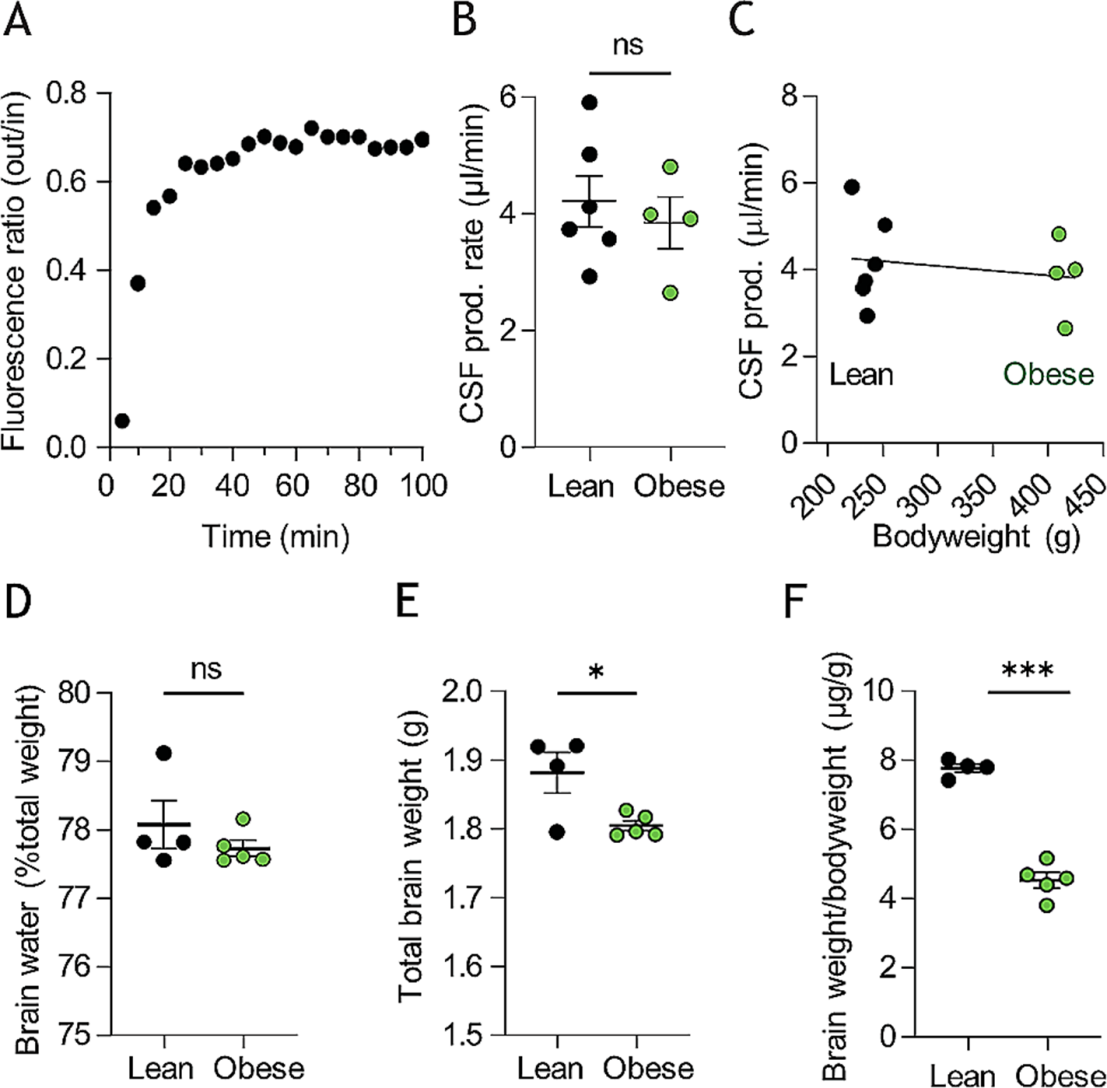
Zucker rats CSF production rates and brain water content. **A** Representative trace of fluorescent dye dilution over the course of a ventriculo-cisternal perfusion assay in a Zucker lean rat with the final 30 min employed for quantification of the CSF production rate illustrated in **B**, *n* = 4–6. **C** illustrates the CSF production rate as a function of bodyweight, with no significant correlation between the two parameters. **D** percentage brain water content in Zucker lean and obese rats, *n* = 4–5. **E** Brain weight and **F** relative brain weight of lean and obese Zucker rats, *n* = 4–5. Statistical significance evaluated with Student’s unpaired t-test or simple linear regression and results shown as mean ± SEM. *p < 0.05, ***p < 0.001, ns = not significant

### Undisturbed brain fluid distribution with obesity

To elucidate whether the brain water dispersed differentially with obesity, we performed MRI analysis on the two rodent cohorts (Fig. 3A-B). Initial analysis demonstrated a slightly reduced brain volume in the obese Zucker rats (2091 ± 31 mm^3^, *n* = 4 in the obese rats vs. 2244 ± 47 mm^3^, *n* = 4 in the lean rats, *p* < 0.05, Fig. 3C), which aligns with the lower brain mass (see Fig. 2E-F). However, despite the overall smaller brain volume, the total CSF space was similar in the two groups (100 ± 6 mm^3^ in obese rats vs. 115 ± 7 mm^3^ in lean rats, *n* = 4 of each, *p* = 0.17, Fig. 3A-B,D), as was the lateral ventricle volume (3.81 ± 0.21 mm^3^ in obese rats vs. 4.22 ± 0.35 mm^3^ in lean rats, *n* = 4 of each, *p* = 0.35, Fig. 3E), and the third ventricle volume (3.44 ± 0.16 mm^3^ in obese rats vs. 3.54 ± 0.23 mm^3^ in lean rats, *n* = 4 of each, *p* = 0.73, Fig. 3F, see Additional file 1 for quantification of all CSF spaces). The data suggest that the CSF fluid distribution, a reflection of CSF dynamics, remains stable with obesity.

**Fig. 3:**
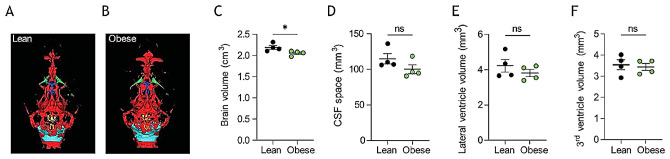
MRI analysis of CSF spaces in Zucker rats. **A-B** Representative T_2_ MRI images from a lean (**A**) and an obese (**B**) Zucker rats displaying total CSF spaces illustrated in green (lateral ventricles), dark blue (3^rd^ ventricle), yellow (4^th^ ventricle) or light blue (cisterna magna). **C** Brain volume obtained from the MRI scans, *n* = 4 of each. **D** Total CSF space, **E** Lateral ventricle volume, and **F** 3^rd^ ventricle volume obtained from the MRI scans, *n* = 4 of each. Statistical significance evaluated with Student’s unpaired t-test and results shown as mean ± SEM. *p < 0.05, ns = not significant

### Transcriptional changes in choroid plexus with obesity

The choroid plexus is the principal source of CSF secretion and obesity-dependent modulation of its cellular and molecular components could influence brain fluid dynamics in numerous manners. 

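RNA from the choroid plexus of 6 lean (+/fa) and 6 obese (fa/fa) female Zucker rats, 16 weeks of age and not injected, was sequenced as 1 library per rat. The authors mapped the paired-end reads with STAR to the rat genome and deposited, for each rat, the abundance of 32883 Ensembl genes in TPM (transcripts per 1000000) and in FPKM. Read counts, on which the paper's DESeq2 comparison was run, were not used here. TPM and FPKM have depth and gene length divided out, so the number of reads behind each value is unknown. Between 15906 and 16198 genes were above 0 TPM in the lean rats (median 16070) and between 15970 and 16343 in the obese rats (median 16246.5). The transcript of Ttr (transthyretin) took 31.2 to 39% of the TPM of each lean rat and 32.3 to 39.3% of each obese rat, so that a change in this gene moves the TPM of all others. The values were compared as log2(TPM + 0.1) with limma, with Benjamini-Hochberg adjustment over the genes with a mean of at least 0.1 TPM in the 12 rats. The pseudocount of 0.1 makes the fold changes of low genes smaller than their ratio of TPM. Gene symbols were taken from the paper's Additional files 2 and 4, whose copies here name 2616 of the 32883 gene identifiers.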

To obtain an unbiased characterization of the choroid plexus transcriptomic profile of obese and lean Zucker rats, we performed RNAseq analysis on choroid plexus tissue extracted from these animals. 

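In the 12 libraries of the untreated rats, 18682 genes had a TPM above 0 in at least 1 rat, and 15176 had a mean of at least 0.1 TPM and were tested. None of them had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 1466 genes, 9.7% of those tested, where 759 would be expected on average if no gene differed. The number varies widely around that average. When the 12 rats were grouped in 100 ways, the real grouping among them, 14 gave at least as many, and the largest number was 2710. The smallest adjusted p-value was 0.0863, shared by 4 genes: Mmel1 (ENSRNOG00000012593), with a log2 fold change of -0.79 (standard error 0.12), Igsf1 (ENSRNOG00000007600), with 0.45 (standard error 0.07), ENSRNOG00000001173, with -0.51 (standard error 0.08), and RGD1561113 (ENSRNOG00000022681), with 0.92 (standard error 0.15). The setting that moved the count most was a fit of all 20 libraries of both cohorts, which gave 3 genes with an adjusted p under 0.05. Data were simulated with the spread of these libraries. There the same test recovered 72.2% of 198 genes changed by 1 on the log2 scale and 41.9% of 198 changed by 0.5. The simulated genes varied independently of each other, and no change below 0.5 was simulated. The genes the paper lists had a median absolute log2 fold change of 0.36 here, so these rates do not give their chance of being called.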

Of the 21,252 expressed genes detected in the Zucker rat choroid plexus (Additional file 2, Sheet 1), 316 genes (1.5%) were differentially expressed (Fig. 4A). A heatmap illustrated approximately evenly distributed up- and downregulated genes (Fig. 4B), with a Volcano plot demonstrating 151 upregulated genes and 165 downregulated genes (Fig. 4C and Additional file 2, Sheet 2). 

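Of the 1466 genes with an unadjusted p under 0.05, 897 were higher and 569 were lower in the obese rats. The copy of Additional file 2 used here lists 315 of the 316 genes the paper reports. Of these, 312 were among the genes tested, 149 of them higher and 163 lower in the obese rats, and 310 changed in the direction the paper lists. Their median absolute log2 fold change was 0.36. At an unadjusted p under 0.05 there were 250 of the 312, a set the study chose on these same libraries, and none had an adjusted p under 0.05.

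**Figure D1:**
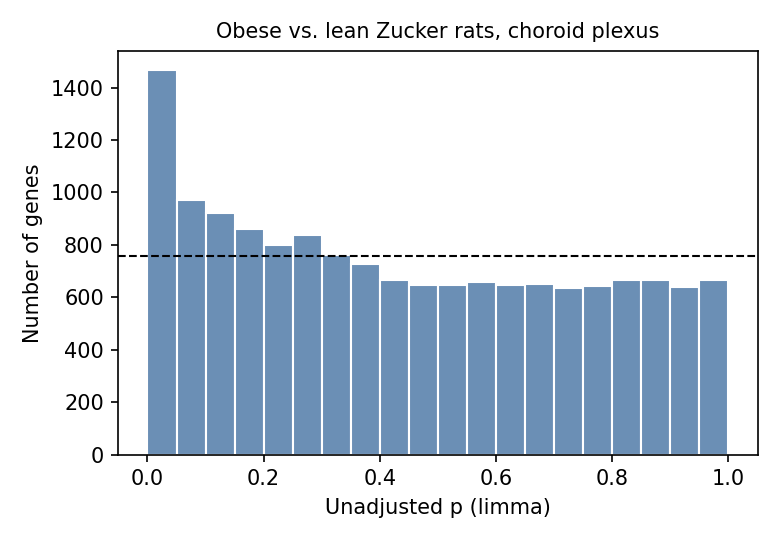
Unadjusted p-values from limma for the 15176 genes tested between 6 obese and 6 lean Zucker rats. The x axis is the p-value in 20 equal bins and the y axis is the number of genes. The dashed line marks the 759 genes per bin expected on average if no gene differed. The first bin, p up to 0.05, holds 1466 genes, a number reached in 14 of 100 groupings of the same rats, the real one included.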

We employed GO enrichment analysis of the 316 differentially expressed genes, where 218 genes could be categorized in protein classes to reveal the functional categories of the differentially expressed genes. These transcribed genes were dispersed in 14 different protein categories, including a pool of ‘others’ containing 10 categories with less than 4 genes assigned to these, and a pool of genes not assigned to any protein category, labelled ‘unclassified’ (Fig. 4D). The most abundant categories include metabolite interconversion enzymes (12%), gene-specific transcriptional regulators (9%), protein-modifying enzymes (7%), and transporters (6%). 

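The 14 transporters of Fig. 4E were compared between the 6 obese and 6 lean rats. None had an adjusted p under 0.05 over all genes tested, 12 had an unadjusted p under 0.05, and 12 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The equilibrative nucleoside transporter gene Slc29a4 (ENSRNOG00000001115) was at 33.8 ± 3.54 TPM (SD, n = 6) in the lean rats and 23.0 ± 2.90 TPM (SD, n = 6) in the obese rats. Its log2 fold change was -0.55 (standard error 0.09, adjusted p = 0.0924 from limma), and every obese rat was below every lean rat (exact two-sided permutation test, p = 0.00216, the smallest p that 6 rats against 6 allow). The calcium channel subunit gene Cacna2d2 (ENSRNOG00000015835) fell from 6.52 ± 0.71 to 4.64 ± 0.75 TPM (SD, n = 6 of each), also without overlap between the groups. The potassium channel gene Kcnk1 (ENSRNOG00000019937) was at 102.0 ± 8.83 TPM in lean and 88.6 ± 6.83 TPM in obese rats (SD, n = 6 of each), with overlapping groups (exact two-sided permutation test, p = 0.0216).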

With the latter potentially able to directly influence CSF secretion, we extracted the differentially expressed plasma membrane transporters within this category and illustrated their transcriptional abundance in Fig. 4E (Additional file 2, Sheet 3). 

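Of the 14 transporters of Fig. 4E, 10 had a lower and 4 a higher mean TPM in the obese rats. The 7 transporters with a lean mean of 15 TPM or more were all lower, by between -8.5% and -31.8%. Among the 7 below 15 TPM, 3 were lower and 4 were higher. Slc4a1 (ENSRNOG00000020951) was the only one whose mean moved by more than 50%. It went from 0.18 ± 0.07 to 0.48 ± 0.19 TPM (SD, n = 6 of each), a change of 163.6% at a level near the lower end of what the files list. Its log2 fold change of 1.01 (standard error 0.26, adjusted p = 0.241 from limma) ranged from 0.90 to 1.11 across the 12 fits that each left out one rat. Slc15a4 (ENSRNOG00000000962) rose from 4.19 ± 0.44 to 5.63 ± 0.72 TPM and Slc6a20 (ENSRNOG00000006010) fell from 17.8 ± 2.98 to 13.0 ± 1.04 TPM (SD, n = 6 of each).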

The percentage of obesity-induced transcriptional changes was generally negligible, and the transcript levels mostly downregulated with obesity (Fig. 4E and Additional file 2, Sheet 3). 

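The association network of Fig. 4F holds 26 genes, of which 16 were higher and 10 were lower in the obese rats, with log2 fold changes from -0.61 to 0.59. None had an adjusted p under 0.05 over all genes tested in limma, 23 had an unadjusted p under 0.05, and 22 passed when adjusted over the list alone, a list chosen on these libraries. Among its chaperone genes, Hspa8 (ENSRNOG00000034066) rose from 387.3 ± 24.1 to 471.8 ± 75.1 TPM and Dnajb1 (ENSRNOG00000021824) from 26.8 ± 3.31 to 34.0 ± 2.87 TPM, while Hsp90aa1 (ENSRNOG00000059714) fell from 455.9 ± 35.3 to 396.8 ± 39.5 TPM (SD, n = 6 of each). Of the 8 transporters drawn in black in Fig. 8G as implicated in CSF secretion, 7 have a symbol in the tables used here. Of these 7, 2 were higher and 5 were lower in the obese rats, with adjusted p-values from 0.438 to 0.967 in limma. Only Slc4a5 (ENSRNOG00000010378) among these 7 had an unadjusted p under 0.05, and none passed when adjusted over the list alone, though 1 did without obese rat 11. The gene of NKCC1, Slc12a2 (ENSRNOG00000015971), was at 239.5 ± 24.6 TPM in lean and 226.0 ± 11.8 TPM in obese rats (SD, n = 6 of each; exact two-sided permutation test, p = 0.268). From the small changes in transporters and the limited network, the paper reasons that the transcriptome gives no direct sign of an altered CSF secretion machinery with obesity.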

Taken together with the limited network-associated transcript regulation (Fig. 4F), the overall choroid plexus transcriptomic profile provides no direct indication of an obesity-related alteration in the CSF secretion machinery that could contribute to obesity-mediated disturbances in CSF dynamics.

**Fig. 4:**
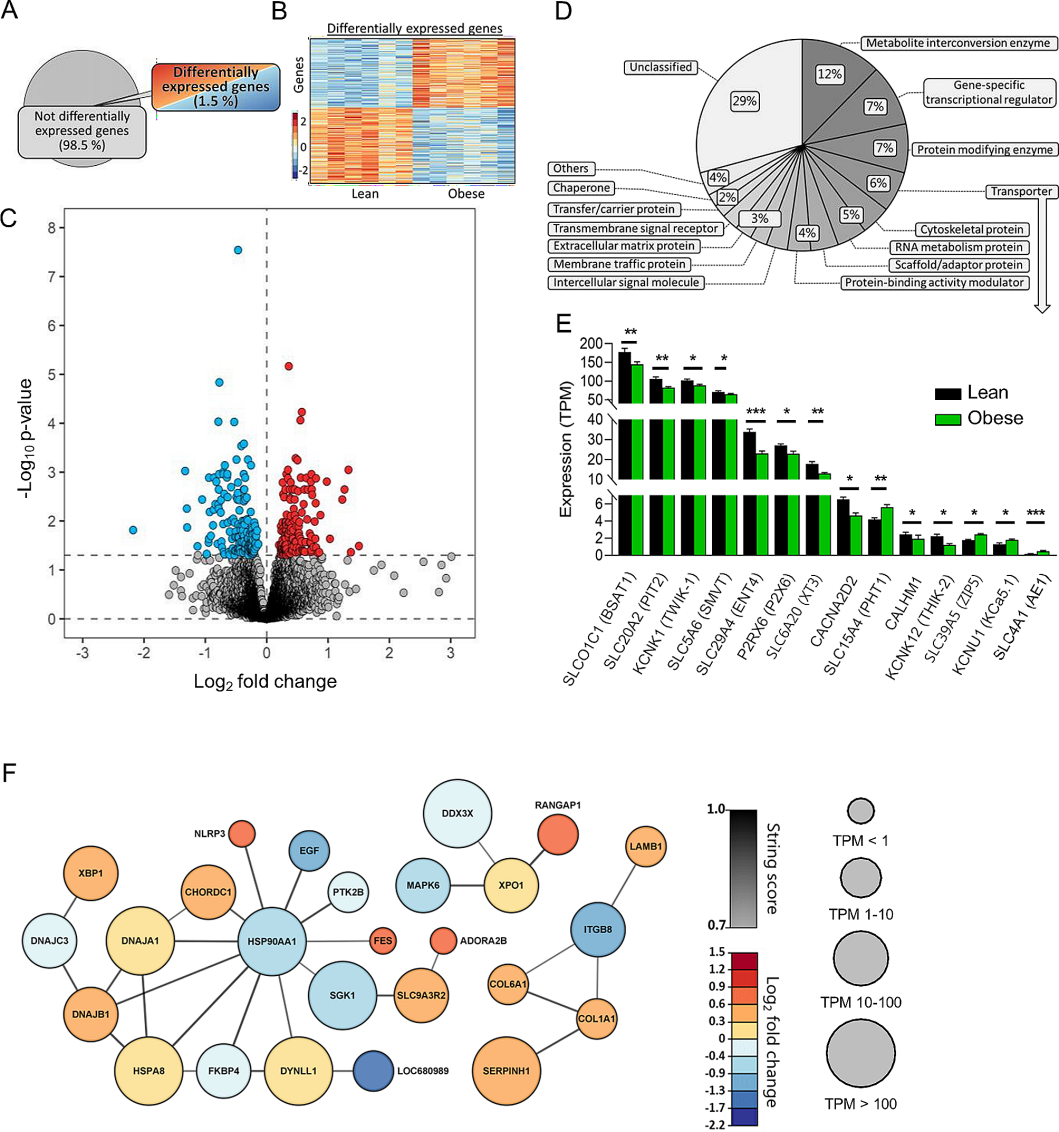
RNA expression in Zucker obese rats. **A** illustrates a pie chart of the percentage differentially expressed genes. **B** A heatmap of the differentially expressed genes in the individual Zucker rats, coloured based on the Z-score of normalized fold changes (*n* = 6 of each). **C** Volcano plot of all transcribed genes detected in the choroid plexus of lean and obese Zucker rats with differentially expressed genes (*p* < 0.05) marked in red (upregulated) or blue (downregulated). **D** GO enrichment analysis of the protein class categories. **E** Bar chart of all differentially expressed transporters in lean vs. obese Zucker rats. Bar height is expression levels in transcript per million (TPM) with significance levels (* *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001). **F** Association protein network analysis of the highest order cluster of genes. The protein nodes are coloured based on log2FC (downregulated in blue) and the connecting lines coloured based on the string confidence score from 0.7 (grey) to 1.0 (black). Size of the nodes are based on expression levels in four different categories

### Adjuvant testosterone does not influence the obese Zucker rat ICP

To determine whether rodent obesity of the present caliber caused the hormonal androgen disturbances detected in IIH patients [36], we performed liquid chromatography-mass spectrometry (LC-MS) analysis on CSF extracted from obese and lean rats. Androgen profiling revealed similar CSF testosterone levels of the two cohorts (1.92 ± 0.05 nmol/l, *n* = 4 in the obese rats vs. 1.88 ± 0.03 nmol/l, *n* = 3 in the lean rats, *p* = 0.62, Fig. 5A), see Additional file 3A for the entire androgen panel. Of note, as observed in IIH patients [36], obese Zucker rats displayed significantly elevated CSF androstenedione levels relative to lean counterparts (1.14 ± 0.20 nmol/l, *n* = 4 in the obese rats vs. 0.49 ± 0.04 nmol/l, *n* = 3 in the lean rats, *p* < 0.05, Fig. 5B). With these data suggesting that the testosterone elevation observed in obese female IIH patients is not recapitulated in the obese Zucker rats, we treated the obese Zucker rats with adjuvant testosterone for four weeks prior to experimentation. This treatment doubled the CSF testosterone level in the testosterone-treated (TT) obese Zucker rats (4.15 ± 0.76 nmol/l, *n* = 3 in the obese + TT rats vs. 1.72 ± 0.16 nmol/l, *n* = 4 in the lean control rats, *p* < 0.05, Fig. 5C). Obese + TT Zucker rats continued to display elevated CSF androstenedione levels (0.97 ± 0.03 nmol/l, *n* = 3 in the obese + TT rats vs. 0.67 ± 0.05 nmol/l, *n* = 4 in the lean control rats, *p* < 0.01, Fig. 5D), see Additional file 3B for the entire androgen panel. In addition, the obese + TT rats were heavier than their lean control counterparts (373 ± 5 g, *n* = 20 for obese + TT rats vs. 211 ± 13 g, *n* = 22 for lean control rats, *p* < 0.001, Fig. 5E-F), and gained weight faster than obese Zucker rats not treated with testosterone (23.0 ± 1.2% bodyweight increase in the final 4 weeks, *n* = 20 for the obese + TT rats vs. 10.5 ± 0.8% bodyweight increase in final 4 weeks, *n* = 16, for the obese rats from Fig. 1, *p* < 0.001, Fig. 5G). Nevertheless, the ICP was unaffected in the testosterone-treated obese rats (3.46 ± 0.57 mmHg in obese + TT rats, *n* = 5 vs. 4.31 ± 0.45 mmHg in lean control rats, *n* = 5, *p* = 0.28, Fig. 6A-B) with no correlation between bodyweight and ICP (*n* = 10, R^2^ = 0.10, *p* = 0.37, Fig. 6C). ICP waveform analysis revealed similar mean wave amplitudes in the two rodent cohorts (0.13 ± 0.02 mmHg, *n* = 5 in the obese + TT rats vs. 0.08 ± 0.02 mmHg, *n* = 5 in the lean control rats, *p* = 0.16, Fig. 6D-E) and showed no significant correlation with ICP (*n* = 10, R^2^ = 0.01, *p* = 0.80, Fig. 6F). Obese Zucker rats treated with adjuvant testosterone therefore did not present with the elevated ICP characteristic of IIH patients. To determine if these rats displayed ophthalmological phenotypes common to IIH patients [63], peripapillary retinal nerve fiber layer (RNFL) thickness was measured using histological sections of lean rats vs. obese rats treated with testosterone (Fig. 6G-H). This analysis revealed that the optic nerve head in both groups appeared normal without any pathology or signs of papilledema and with no significant difference in RNFL thickness between the two groups of rats (51.5 ± 4.6 μm, *n* = 6 in the obese + TT rats vs. 47.2 ± 3.8 μm, *n* = 3 in the lean control rats, *p* = 0.57, Fig. 6I).

**Fig. 5:**
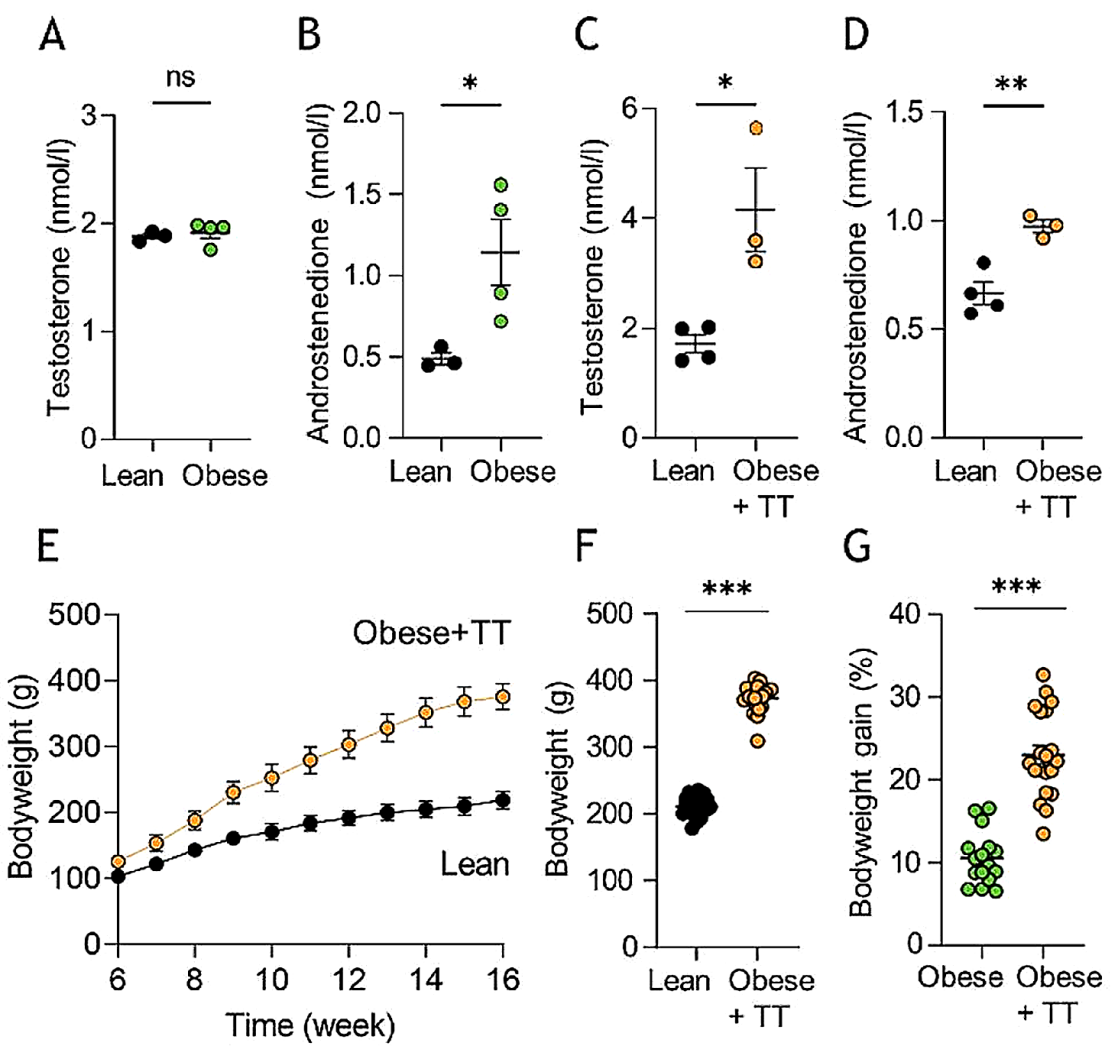
CSF androgen analysis and testosterone treatment of Zucker rats. **A** CSF testosterone levels in lean and obese Zucker rats, *n* = 3–4. **B** CSF androstenedione levels in lean and obese Zucker rats, *n* = 3–4. **C** CSF testosterone levels in lean and testosterone-treated obese (four weeks, obese + TT) Zucker rats, *n* = 3–4 (after one outlier removed from the obese + TT group). **D** CSF androstenedione levels in lean and obese + TT Zucker rats (after one outlier removed from the obese + TT group), *n* = 3–4. **E** Bodyweight as a function of time of lean (*n* = 22) and obese + TT (*n* = 20) Zucker rats. Error bars are within the symbols. **F** Bodyweight at time of experimentation, **G** Bodyweight gain over testosterone injection period (final four weeks before experimentation), *n* = 16–22. Statistical significance evaluated with Student’s unpaired t-test and results shown as mean ± SEM. *p < 0.05, ***p < 0.001, ns = not significant

**Fig. 6:**
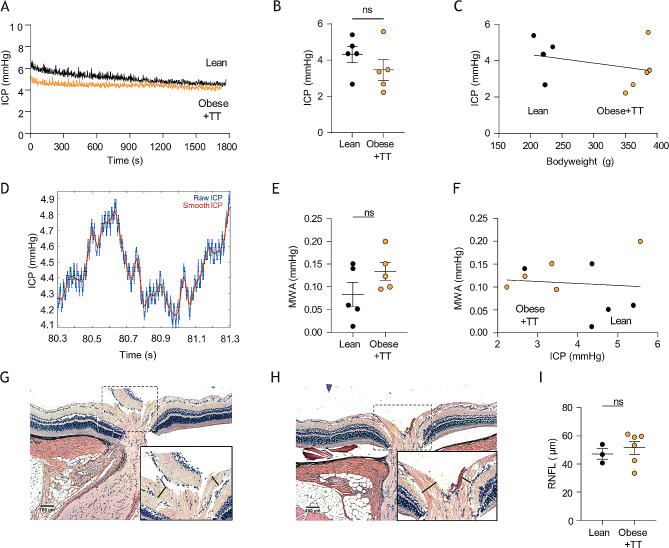
Intracranial pressure of testosterone-treated obese Zucker rats. **A** representative intracranial pressure (ICP) traces from lean and testosterone-treated obese (Obese + TT) Zucker rats with the final 15 min recordings quantified in **B**, *n* = 5 of each. **C** Correlation analysis of ICP as a function of bodyweight in the tested Zucker rats. **D** Representative ICP trace with “raw” (blue line) and “smoothed” (red line) signals, the latter used to calculate the mean wave amplitude (MWA), represented in **E** (*n* = 5 of each). **F** Correlation analysis of MWA as a function of the ICP, *n* = 10, *n*R^2^ = 0.01, *p* = 0.80. Histological preparations of lean (**G**) and testosterone-treated obese (**H**) rat eyes for quantification of the retinal nerve fiber layer (RNFL) thickness (indicated with black bars, see inset images) quantified in **I** (*n* = 6 obese + TT and *n* = 3 lean Zucker rats). Statistical significance evaluated with Student’s unpaired t-test or simple linear regression and results shown as mean ± SEM, ns = not significant

### Testosterone-treatment of obese Zucker rats increases their CSF secretion rate

To determine whether adjuvant testosterone-treatment modulates the CSF secretion rate, we quantified the relative CSF flow rate in the testosterone-treated obese rats versus their lean control counterparts with LI-COR live imaging. This swift technique relies on quantification of caudal flow of a fluorescent probe delivered into the lateral ventricle of the anesthetized rat and aligns with CSF secretion patterns obtained with the ventriculo-cisternal perfusion assay [38, 39, 64], Fig. 7A-B, and allows testing of the rats in close sequence on the exact day of completion of the four week testosterone-treatment period. These experiments revealed an increased CSF flow in the testosterone-treated obese rats (0.13 ± 0.01 a.u./min in the obese + TT rats, *n* = 5 vs. 0.06 ± 0.01 a.u./min in the lean control rats, *n* = 5, *p* < 0.001, Fig. 7C), which displayed correlation to the rat bodyweight (*n* = 10, R^2^ = 0.89, *p* < 0.001, Fig. 7D).

**Fig. 7:**
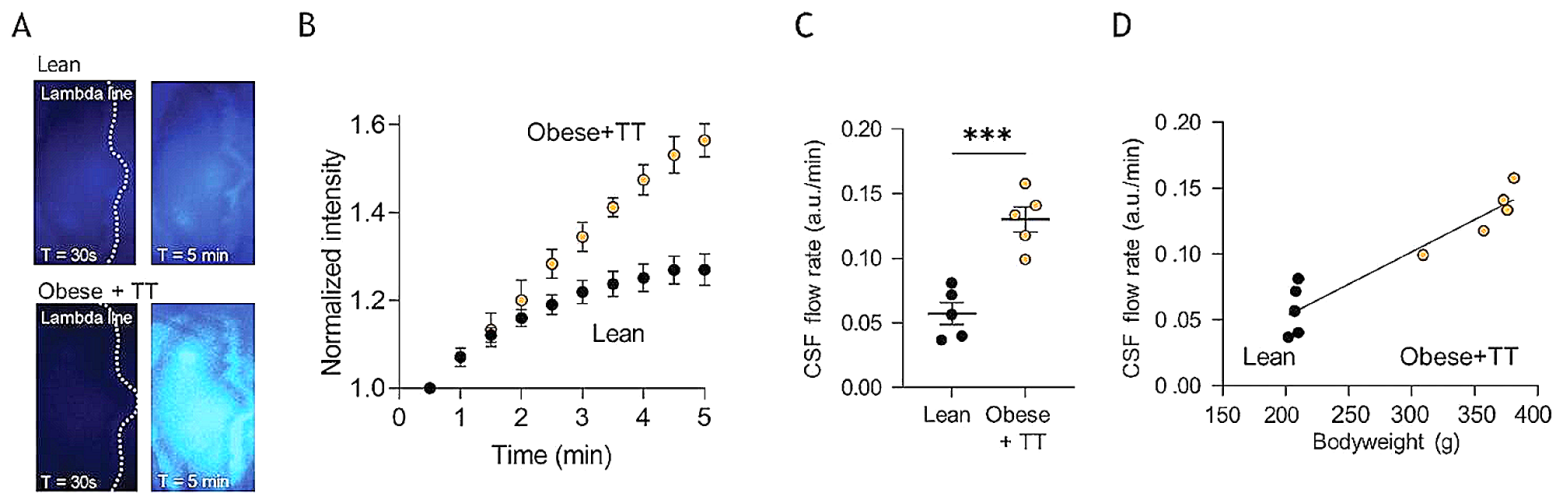
CSF flow determination in lean and testosterone treated obese Zucker rats. **A** Representative images of lean (top) and testosterone-treated obese (obese + TT, bottom) rats after (t = 30 s, left panels and t = 5 min, right panels) injection of IRDye 800CW carboxylate dye (superimposed pseudo-color). The dotted lines represent the lambda line, and image areas represent the area of dye quantification. **B** The dye intensity normalized to that obtained in the first image and plotted as a function of time, *n* = 5 of each group. **C** Quantification of the dye intensity as a function of time (the flow rate) determined from linear regression in **B** over the 5 min time window, *n* = 5 of each group. **D** Correlation of the CSF flow rate as a function of bodyweight, *n* = 5. Statistical significance evaluated with Student’s unpaired t-test or simple linear regression and results shown as mean ± SEM. ***p < 0.001

### Transcriptional changes in choroid plexus with obesity combined with testosterone treatment

To determine if the elevated CSF secretion rate originated in altered expression of choroid plexus transporters supporting the CSF secretion apparatus, we performed RNAseq on choroid plexus extracted from testosterone-treated obese rats and their lean control counterparts. 

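Choroid plexus RNA was sequenced from 4 obese rats injected with 1 mg testosterone propionate in 100 µl sesame oil, 2 times a week for 4 weeks, and from 4 lean control rats injected with sesame oil. All were 16 weeks old, and no library is shared with the untreated cohort. The deposited files have the same form as those of the untreated rats. Between 14968 and 16772 genes were above 0 TPM in the lean control rats (median 15899.5) and between 15609 and 16860 in the obese + TT rats (median 15959.5). The lowest number, 14968, belongs to lean control rat 14, which also stood apart on the first principal component of the 8 libraries (54.5, where the other 7 lay between -14.7 and 8; 23.3% of the variance). Ttr took 27.2 to 30.5% of the TPM in the lean control rats and 25.8 to 29.5% in the obese + TT rats. The comparison joins obesity and testosterone, since only the obese rats received testosterone. It differs from the untreated one in testosterone, the injections and the cohort together. Some genes differed widely in level between the lean rats of the cohorts, in both directions. Dcn had a mean of 92.55 TPM in untreated lean and 10.94 TPM in lean control rats, Tagln 55.19 and 3.505, and Rgs5 99.65 and 5.508. Pdgfra was at 25.4 and 65.07 TPM. The cause was not tested, so the tissue or its processing may differ between the cohorts. With 4 rats against 4, an exact two-sided permutation test cannot give a p below 0.0286.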

Of the 21,722 expressed genes detected in the testosterone-treated obese Zucker rat choroid plexus (Additional file 4, Sheet 1), 202 genes (0.9%) were differentially expressed (Fig. 8A). 

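In the 8 libraries of the injected cohort, 18442 genes had a TPM above 0 in at least 1 rat, and 15259 were tested by limma on log2(TPM + 0.1). None had an adjusted p-value under 0.05 with Benjamini-Hochberg adjustment. There were 1134 genes, or 7.4%, with an unadjusted p under 0.05, against 763 expected on average if no gene differed. At least as many were found in 4 of the 35 groupings of the 8 rats, the real one included. Of the 1134 genes, 648 were higher and 486 were lower in the obese + TT rats. The smallest adjusted p-value was 0.127, shared by Pik3ap1 (ENSRNOG00000013309), with a log2 fold change of -0.73 (standard error 0.09), Prlr (ENSRNOG00000057557), Ube2v2 (ENSRNOG00000001829) and Nphs1 (ENSRNOG00000020873), all lower in the obese + TT rats. This count changed in 6 of the 8 fits that each left out one rat, most without lean control rat 13, where 25 genes had an adjusted p under 0.05. In simulated data of this size, 69.7% of 198 genes changed by 1 on the log2 scale were recovered, and 25.4% of 197 changed by 0.5. The run with changes of 1 gave 16 false calls beside 138 recovered genes. These data had the same limits as those simulated for the untreated cohort.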

A heatmap illustrated approximately evenly distributed up- and downregulated genes (Fig. 8B), with a Volcano plot demonstrating 108 upregulated genes and 94 downregulated genes (Fig. 8C and Additional file 4, Sheet 2). 

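The copy of Additional file 4 used here lists 201 of the 202 genes. In these libraries, 92 of the 201 had a higher and 108 a lower mean TPM in the obese + TT rats, and 1 was listed with no difference. The log2 fold changes in that table have the opposite sign to the TPM difference for 200 of the 201 genes and the same sign for 0, so the table gives lean control relative to obese + TT rats, while the bars of Fig. 8E follow TPM. Of the 197 that could be tested, 162 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in limma. Their median absolute log2 fold change was 0.4.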

We employed GO enrichment analysis of the 202 differentially expressed genes, where 134 genes could be categorized in protein classes to reveal the functional categories of the differentially expressed genes. These transcribed genes were dispersed in 12 different protein categories, including a pool of ‘others’ containing 9 categories with less than 4 genes assigned to these, and genes unassigned to any protein category labelled ‘unclassified’ (Fig. 8D). The most abundant categories included metabolite interconversion enzymes (15%), transporters (9%), protein-modifying enzymes (9%), and gene-specific transcriptional regulators (8%). With the transporters appearing as the second-highest category, we extracted the differentially expressed plasma membrane transporters within this category and organized them according to transcriptional abundance (Fig. 8E and Additional file 4, Sheet 3). 

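The 15 transporters of Fig. 8E were compared between 4 obese + TT rats and 4 lean control rats. None had an adjusted p under 0.05 over all genes tested in limma, 14 had an unadjusted p under 0.05, and 14 passed when adjusted over the list alone, which the study chose on these libraries. That second count depended on single rats and was 4 without lean control rat 15. Cacna2d2 had the smallest adjusted p of the 15, at 0.136. It fell from 12.2 ± 1.00 to 6.95 ± 0.94 TPM (SD, n = 4 of each), a log2 fold change of -0.81 (standard error 0.12). Its adjusted p was 0.0151 in the fit of all 20 libraries and 0.0485 without lean control rat 13, and reached 0.401 among the 17 alternatives that each changed one choice.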

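Of the 15 transporters of Fig. 8E, 4 had a mean of 15 TPM or more in the lean control rats, and all of these were higher in the obese + TT rats, by 12.8 to 25.9%. Grina (ENSRNOG00000029941) was at 193.2 ± 14.0 TPM (SD, n = 4) in lean control rats and 218.0 ± 1.79 TPM (SD, n = 4) in obese + TT rats. Abca4 (ENSRNOG00000012892) was at 81.3 ± 6.78 and 99.1 ± 2.66 TPM, and Slc5a5 (ENSRNOG00000018822) at 63.4 ± 6.79 and 79.8 ± 2.27 TPM (SD, n = 4 of each). For these 3 genes every obese + TT rat was above every lean control rat (exact two-sided permutation test, p = 0.0286). Slc16a12 (ENSRNOG00000021916) was at 68.1 ± 7.91 and 83.6 ± 7.05 TPM, with overlapping groups (SD, n = 4 of each; exact two-sided permutation test, p = 0.0571). The adjusted p-values from limma lay at 0.385 for Abca4 and Slc5a5, 0.562 for Slc16a12 and 0.593 for Grina. Each kept its direction in all 8 fits that left out one rat.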

The four most abundant differentially expressed transport mechanisms are all upregulated in the obese + TT rats, and include the monocarboxylate transporter MCT12 (*SLC16A12*), the sodium-dependent iodide symporter NIS (*SLC5A5*), the ABC transporter ABC.A4 (*ABCA4*), and the ionotropic glutamate receptor NMDARA1 (*GRINA*). 

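Of the 11 transporters of Fig. 8E with a mean below 15 TPM in the lean control rats, 8 were lower and 3 were higher in the obese + TT rats. The changes of their mean TPM ran from -67.6% to 226.4%, and 4 of the 11 moved by more than 50%. The lowest was Slc16a4 (ENSRNOG00000018131), at 1.17 ± 0.67 TPM in lean control and 0.38 ± 0.11 TPM in obese + TT rats (SD, n = 4 of each), and the highest was Slc4a1, at 0.22 ± 0.10 and 0.71 ± 0.19 TPM. Neither overlapped between the groups. Slc15a2 (ENSRNOG00000002305) fell from 14.4 ± 2.73 to 9.96 ± 1.49 TPM with overlapping groups (SD, n = 4 of each; exact two-sided permutation test, p = 0.0571). Lean control rat 13, at 10.3 TPM, lay apart from the other lean control rats, which were between 15.6 and 16.1 TPM.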

Amongst the category of intermediate expressers (below 15 TPM), most genes are downregulated in the obese + TT rats (Fig. 8E). 

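Of the 23 genes of the network in Fig. 8F, 12 were higher and 11 were lower in the obese + TT rats. None had an adjusted p under 0.05 over all genes tested in limma, 19 had an unadjusted p under 0.05, and 19 passed when adjusted over the list alone, a list chosen on these libraries. The smallest adjusted p was 0.375. One part of the network holds genes of the circadian clock. Arntl (ENSRNOG00000014448) was at 3.51 ± 1.63 TPM in lean control and 1.08 ± 0.23 TPM in obese + TT rats, and Nr1d2 (ENSRNOG00000046912) at 44.7 ± 5.36 and 56.2 ± 2.23 TPM (SD, n = 4 of each), both without overlap between the groups (exact two-sided permutation test, p = 0.0286). Without lean control rat 13 the adjusted p of Arntl from limma was 0.0485, and it reached 0.797 among the 17 alternatives that each changed one choice.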

The differentially expressed genes were analyzed in an association network, which revealed only a few high order clusters (Fig. 8F). To include potential CSF regulatory pathways modulated by obesity and testosterone treatment, transporters known to be implicated in CSF production [65] were analyzed in association network with their first order connection, and differentially expressed genes were merged with this network. 

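The 5 candidate modulators Mapk3, Ppp3r1, Ppp1r3b, Pld2 and Flot2 were compared between 4 obese + TT and 4 lean control rats. Mapk3 (ENSRNOG00000053583) was at 49.8 ± 7.29 TPM in lean control and 57.3 ± 4.67 TPM in obese + TT rats (SD, n = 4 of each), a difference within the spread between rats (exact two-sided permutation test, p = 0.171). Ppp3r1 (ENSRNOG00000043210) was at 75.5 ± 5.48 and 81.6 ± 3.61 TPM (SD, n = 4 of each; exact permutation test, p = 0.114), and Ppp1r3b (ENSRNOG00000011474) at 30.2 ± 2.58 and 34.7 ± 2.36 TPM (SD, n = 4 of each; exact permutation test, p = 0.0857). Flot2 (ENSRNOG00000009681) rose from 44.3 ± 6.64 to 54.3 ± 2.08 TPM and Pld2 (ENSRNOG00000019604) fell from 42.1 ± 1.69 to 34.9 ± 3.96 TPM, in both cases without overlap between the groups (SD, n = 4 of each; exact permutation test, p = 0.0286). Obese + TT rat 20 lay apart from its group in Mapk3, at 50.3 TPM, and obese + TT rat 18 in Flot2, at 57.4 TPM. Adjusted over all genes tested by limma, the p-values of the 5 genes lay between 0.543 and 0.737.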

Figure 8G demonstrates the resulting network, which revealed obesity + TT-mediated transcriptional regulation of potential indirect candidate modulators of CSF secretion, e.g. kinases (e.g., MAPK3), phosphatases (e.g., PPP3r1 and PPP1r3b), phospholipases, (e.g., PLD2), and proteins involved in tethering of receptors (e.g., FLOT2).

**Fig. 8:**
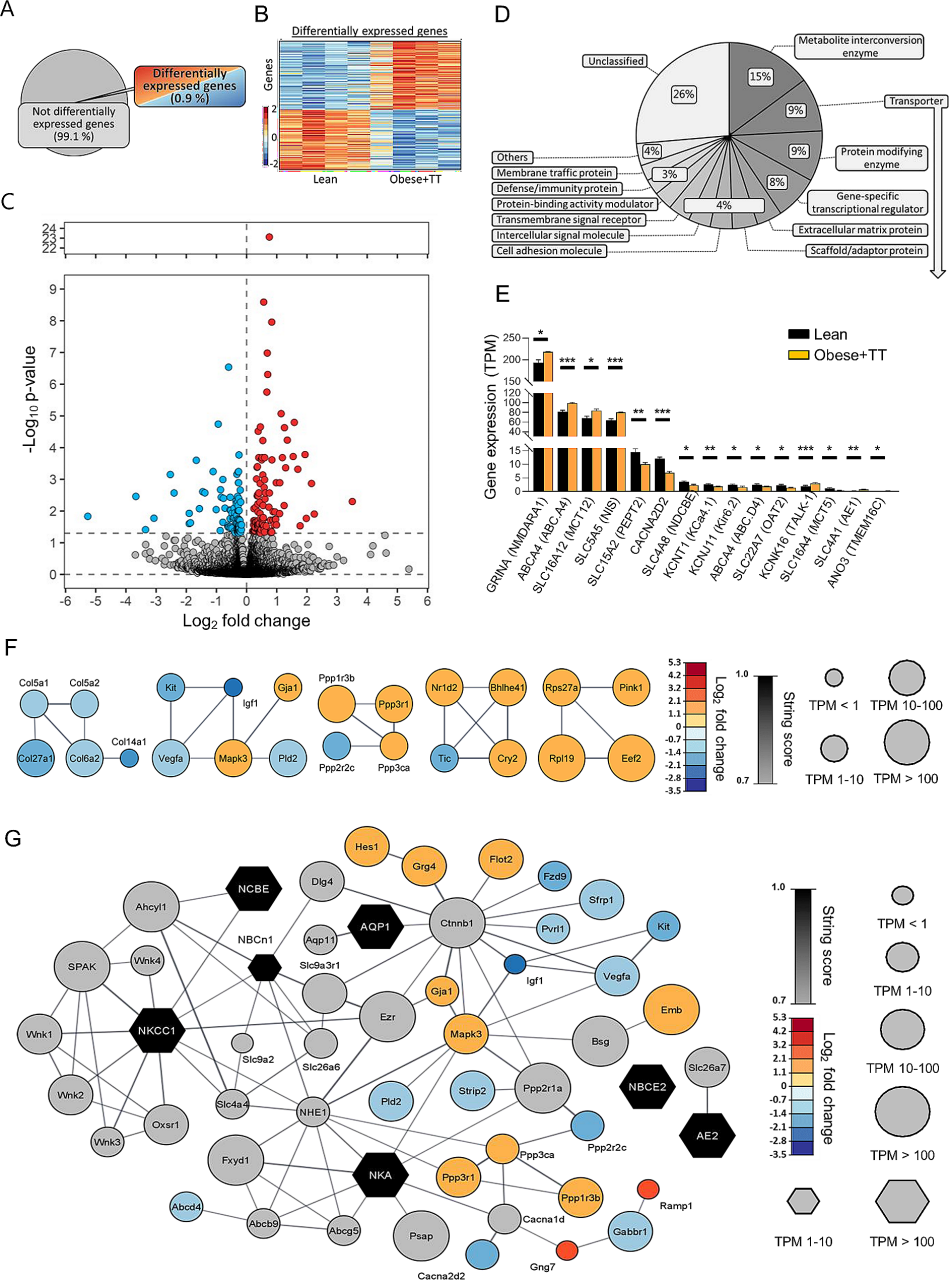
RNA expression in Zucker obese + TT rats. **A** illustrates a pie chart of the percentage differentially expressed genes. **B** A heatmap of the differentially expressed genes in the individual Zucker rats, coloured based on the Z-score of normalized fold changes (*n* = 4 of each). C Volcano plot of all transcribed genes detected in the choroid plexus of lean and obese + TT Zucker rats with differentially expressed genes (*p* < 0.05) marked in red (upregulated) or blue (downregulated). **D** GO enrichment analysis of the protein class categories. **E** Bar chart of all differentially expressed transporters in lean vs. obese + TT Zucker rats. Bar height is expression levels in transcript per million (TPM) with significance levels (* = *p* < 0.05, ** = *p* < 0.01, and *** = *p* < 0.001). **F** Association protein network analysis of the highest order cluster of genes. The protein nodes are coloured based on log2FC (downregulated in blue) and the connecting lines coloured based on the string confidence score from 0.7 (grey) to 1.0 (black). Size of the nodes are based on expression levels in four different categories. **G** Association protein network analysis of transporters (black) implicated in CSF productions with their first order protein connections expressed in the choroid plexus (grey) together with up- and downregulated proteins from the differentially expression analysis of lean vs. obese + TT rats. The protein nodes are coloured based on log2FC (downregulated in blue) and the connecting lines coloured based on the string confidence score from 0.7 (grey) to 1.0 (black). Size of the nodes are based on expression levels in four different categories

### Testosterone-treated obese rats maintain their total brain fluid content but with altered fluid distribution

The increased CSF secretion rate was not reflected in the brain water percentage, which did not differ between the two cohorts (77.3 ± 0.1%, *n* = 4 in the obese + TT rats vs. 76.8 ± 0.1%, *n* = 6 in lean control rats, *p* = 0.34, Fig. 9A), although the brain mass was significantly lower in the testosterone-treated obese rats, whether determined as total brain weight (1.77 ± 0.02 g, *n* = 4 in the obese + TT rats vs. 1.83 ± 0.02 g, *n* = 6 in the lean control rats, *p* < 0.05, Fig. 9B) or relative to bodyweight (4.77 ± 0.15 µg/g, *n* = 4 in the obese + TT rats vs. 8.68 ± 0.18 µg/g, *n* = 6 in the lean control rats, *p* < 0.001, Fig. 9C). Total brain volume in these rats displayed a tendency towards a reduction in the testosterone-treated obese rats (2.05 ± 0.05 cm^3^, *n* = 4 in the obese + TT rats vs. 2.20 ± 0.05 cm^3^, *n* = 4 in the lean control rats, *p* = 0.071, Fig. 9D), as quantified by MRI (Fig. 9E-F). MRI quantification was employed to determine whether the brain water dispersed differently in the testosterone-treated obese rats versus the lean control rats (Fig. 9E-F). The combined CSF space volume was similar (103 ± 13 mm^3^, *n* = 4 in the obese + TT rats vs. 135 ± 32 mm^3^, *n* = 4 in the lean control rats, *p* = 0.115, Fig. 9G). Curiously, the testosterone-treated obese rats had a reduced ventricular size in both the lateral ventricles (4.68 ± 0.05 mm^3^, *n* = 4 in the obese + TT rats vs. 6.11 ± 0.13 mm^3^, *n* = 4 in the lean control rats, *p* < 0.001, Fig. 9H) and the third ventricle (3.53 ± 0.19 mm^3^, *n* = 4 in the obese + TT rats vs. 4.68 ± 0.07 mm^3^, *n* = 4 in the lean control rats, *p* = 0.789, Fig. 9I; see Additional file 1 for quantification of all CSF spaces).

**Fig. 9:**
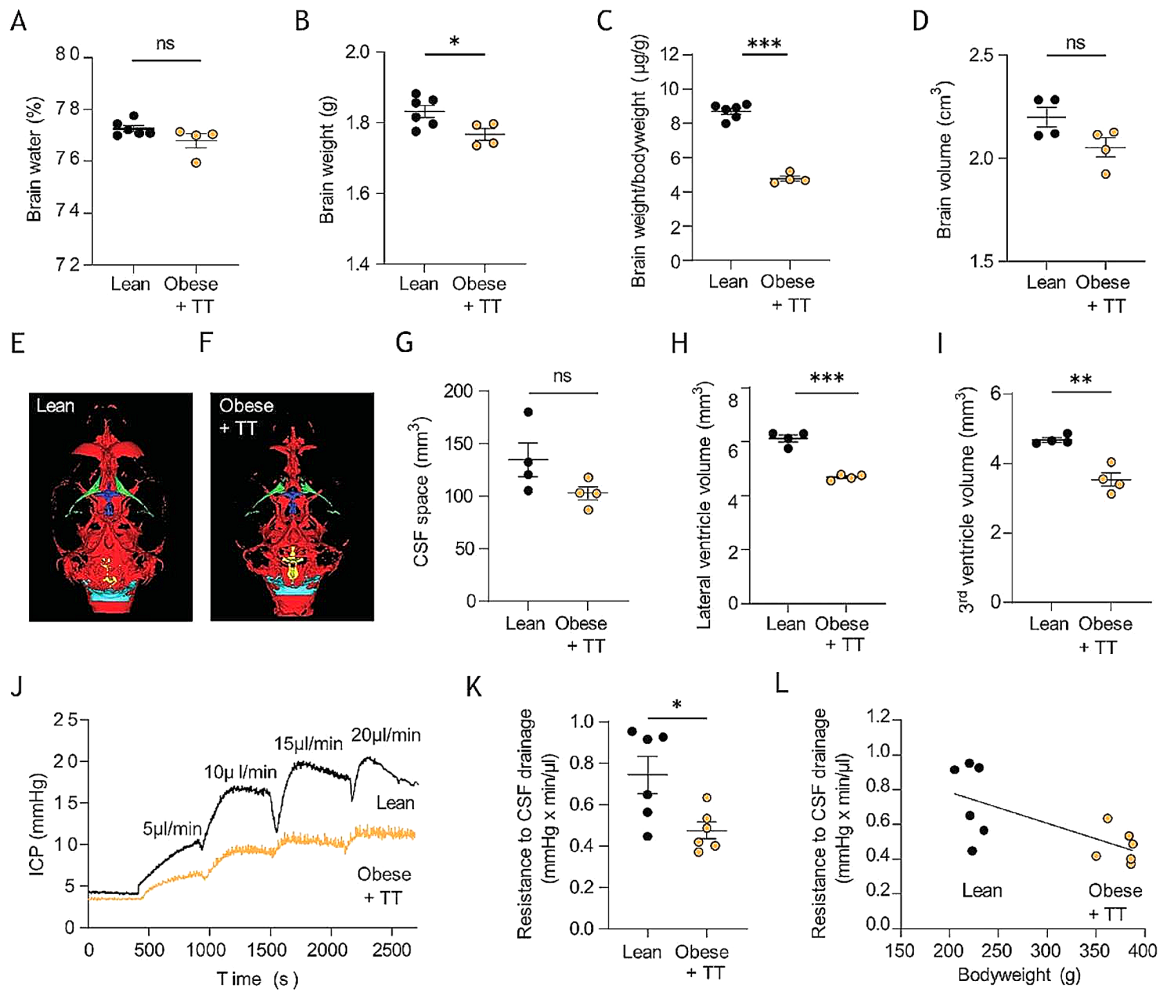
MRI analysis of CSF spaces and resistance to CSF drainage in testosterone-treated Zucker rats. **A** Brain water content in lean and testosterone-treated obese (obese + TT) Zucker rats, *n* = 4–6. **B** Brain weight and **C** relative brain weight of lean and obese Zucker rats, *n* = 4–6. **D** Brain volume obtained from the MRI scans, *n* = 4 of each. **E-F** Representative T_2_ MRI images from a lean (**E**) and an obese + TT (**F**) Zucker rats displaying total CSF spaces illustrated in green (lateral ventricles), dark blue (3^rd^ ventricle), yellow (4^th^ ventricle) or light blue (cisterna magna). **G** Total CSF space, **H** Lateral ventricle volume, and **I** 3^rd^ ventricle volume obtained from the MRI scans, *n* = 4 of each. **J** representative ICP traces of lean and obese + TT Zucker rats undergoing resistance to CSF drainage experiments by infusion of aCSF at the rates indicated in the figure. **K** Resistance to CSF drainage obtained in lean and obese + TT Zucker rats, *n* = 6 of each group. **L** Correlation analysis of the resistance to CSF drainage as a function of bodyweight, *n* = 12. Statistical significance evaluated with Student’s unpaired t-test or simple linear regression and results shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ns = not significant

#### Testosterone-treated obese rats maintain their total brain fluid content via elevated CSF drainage

To explain the seeming hydrodynamic contradiction of elevated CSF secretion rate without brain fluid accumulation, we assessed the efficiency of CSF drainage from the cranial compartment. This technical approach relies on continuous ICP measurements during bouts of increasing infusion of artificial CSF, which allows for calculation of the CSF outflow resistance (R_out_) [43], Fig. 9J. These data revealed significantly lower CSF outflow resistance in testosterone-treated obese Zucker rats relative to lean controls (0.47 ± 0.04 mmHg × min/µl, *n* = 6 in obese + TT rats vs. 0.74 ± 0.09 mmHg × min/µl, *n* = 6 in lean control rats, *p* < 0.05, Fig. 9K). CSF outflow resistance correlated inversely with increased bodyweight (*n* = 12, R^2^ = 0.467, *p* < 0.05, Fig. 9L), which may account for lack of ICP elevation and total brain water accumulation despite increased CSF secretion in the testosterone-treated obese Zucker rats.

## Discussion

We here demonstrate that the marked obesity observed in a genetic rat model of obesity does not promote the elevated ICP characteristic of IIH patients, and was not associated with alterations in CSF dynamics or choroid plexus transcriptional profile. However, the rodent CSF secretion rate increased vastly in combination with adjuvant testosterone treatment designed to mimic the androgen excess observed in IIH patients [36].

IIH has been a recognized pathology since the 19th century [66, 67], but its underlying etilogy has remained unresolved. The associated elevated ICP suggests an uncompensated increase in the intracranial volume of any of the brain fluids, i.e., CSF, interstitial fluid (ISF), or blood. The latter has been proposed to increase with stenosis-induced increased central venous blood pressure [27, 28], although stenosis may arise secondarily to elevated ICP rather than being the underlying cause [68–70] and does not appear to correlate with the clinical course of the disease [71, 72]. Elevated CSF volume in IIH patients has been proposed [24–26], although not represented with the ventriculomegaly observed in hydrocephalus patients. The CSF drainage capacity is usually reduced [21–23], and the CSF may be redistributed to the subarachnoid space [73] or to the brain parenchyma, where it may promote diffuse brain edema and/or slit ventricles [30, 74]. These features, however, do not appear to be obligatory features of IIH patients [30, 73–77], leaving disturbed CSF dynamics as the underlying etiology unresolved.

To that end, we employed a female rat model of obesity to determine different aspects of CSF flow. We previously demonstrated that rats fed a high-fat diet became overweight and presented with an elevated ICP and reduced CSF drainage capacity [34], aligned with other studies also illustrating various other IIH features, including papilledema [33, 78]. The extent of the ICP elevation in these high-fat diet-fed rats, however, did not recapitulate the minimum doubling of opening lumbar pressure detected in IIH patients [79], possibly because of the limited weight gain observed in this cohort. We therefore here employed the Zucker rats, which with their deficient leptin receptor do not sense satiation, engage in hyperphagia on the normal chow, and become grossly obese (human BMI of roughly 32 after conversion of the rat BMI compared to roughly 20 for the lean Zucker rats). Despite the nearly doubling of their bodyweight, these rats did not present with elevated ICP, nor disturbed mean wave amplitude, and with no correlation between bodyweight and ICP. This finding contrasts an earlier one of its kind, performed with repeated ICP measurements in the same rat [80], but contradicts the notion that obesity, in itself, directly leads to the elevated intracranial pressure in rats that is characteristic of IIH in patients. We cannot rule out that rat age and development cycle does not mimic that of humans, and the 16 week old rats, approximately equal to 11 human years, may be on the pre-IIH stage of IIH pathophysiology in human patients [81]. In addition, the 16 weeks of hyperphagia represents a shorter window, than that experienced in IIH patients, in which aspects of obesity can exert its effect. Obesity-induced neuroendocrine imbalances and metabolic inflammation, which may be present in IIH patients, could therefore be absent from this rat cohort at this early time point [81]. Alternatively, one could speculate that the high sugar/high fat diet employed in the earlier studies on rats becoming obese on such ‘Western diet’ [33, 34, 78] could modulate the ICP in ways that are currently unknown, but absent in the Zucker rats that become obese on regular chow. The diet on which rats, and potentially humans, become obese on, may thus have direct implications on CSF drainage and possibly other ICP-related physiological aspects including blood flow. The obese Zucker rats, accordingly, had minor choroid plexus transcriptional changes, undisturbed CSF secretion rate and similar brain water content and distribution as compared to those of the lean Zucker rats. The CSF secretion rate can be measured with different technological approaches, which have advantages and disadvantages. We here employ the ventriculo-cisternal perfusion assay, which has been the gold standard for nearly a century [45, 65, 82, 83] and the LICOR-based live imaging of ventricularly-delivered fluorophore [34, 38]. The latter has the advantage of being a swift and direct measure of CSF flow in the ventricles, with easy inclusion of intraventricular inhibitors, and the disadvantage of only procuring relative CSF secretion rates, i.e. ideal for comparing two groups of animals as in the present study. The former has the advantage i) that the animals can be mechanically ventilated during the experimental procedure, which is essential for keeping the vascular parameters within physiological ranges and thus ensure optimal CSF secretion, ii) CSF secretion is quantified based on the contribution of all four choroid plexuses, and iii) one can readily and reliably introduce inhibitors into the ventricular compartment with the perfusate. The effect of inhibitors and activators of CSF secretion is identical in direct comparisons of these two techniques [38, 39, 64]. The ventriculo-cisternal perfusion technique has been questioned due to a suspicion of the diluted indicator diffusing into the brain parenchyma [84] of which we detected no sign [39], and due to lack of control with infusate temperature and osmolarity [84], which we secure with an in-line heater placed just prior to ventricular entry of the osmolarity-matched and gas-equilibrated artificial CSF [38, 39]. Although the absolute values of CSF secretion may or may not be accurately reflected in the ventriculo-cisternal perfusion assay, we here seek relative changes in two groups of rats. The so-called ‘direct method’, of CSF secretion quantification [85] does not allow the rodents to be ventilated (due to the required head angle), which may lower the CSF secretion rate. The ‘direct method’ does not include the contribution from the 4^th^ and largest choroid plexus (due to the oil-based block of the Aqueduct of Sylvius [85]), which will approximately halve the CSF secretion rate. Lastly, ventricular delivery of inhibitors lack accuracy as additional fluid is introduced and subsequently subtracted from the CSF exit [40, 85]. Inhibitor concentrations 50–100 fold higher than usually employed are thus necessary to obtain a reduction in CSF secretion [40, 85].

Obesity *in itself* does not appear to directly cause elevated ICP in humans [86] or rats (this study). IIH patients are not all obese [7, 86] and, accordingly, present with a range of alterations in various biomarkers that could indirectly modulate CSF dynamics [86]. Chief amongst these is the altered androgen profile detected in female IIH patients, who present with elevated testosterone and androstenedione levels in their CSF compared to obese non-IIH subjects [36]. Disturbed androgen profile may, on a whole, contribute to IIH pathogenesis as evidenced in the testosterone therapy employed in female to male gender transition likely promoting IIH [87–89], and, oppositely, testosterone deficiency in men representing a risk factor for IIH [90]. Elevated CSF testosterone was not detected in the obese female Zucker rats, but androstenedione was elevated in the CSF of the obese Zucker cohort to a similar extent as in IIH patients [36]. Androstenedione is the hormonal precursor directly preceding testosterone formation and may represent initial stages of testosterone accumulation that were not detectable in the obese Zucker rats at the employed experimental timeline. However, the rats were not controlled for their estrous cycle in this study, which may introduce cycle-dependent changes in choroid plexus that may mask testosterone-mediated changes in functionality and is thus considered a limitation to the study. Nevertheless, we previously demonstrated that adjuvant testosterone treatment of naïve lean rats caused elevated ICP and increased rates of CSF secretion, in part due to elevated activity of a choroid plexus transport protein, the Na^+^, K^+^, 2Cl^−^ cotransporter, NKCC1, [34] known to be involved in CSF secretion [38, 39, 91]. 4-week adjuvant testosterone treatment of obese female Zucker rats caused a vast increase in bodyweight and an approximate doubling of the CSF testosterone, similar to that observed in the patient cohort [36] and in the lean rats treated with adjuvant testosterone [34]. These rats now recapitulated two of the cardinal features of the IIH patients; obesity and elevated testosterone, and, importantly, demonstrated a robust increase in CSF secretion rate. Androgens act on the androgen receptor, expressed in the rat choroid plexus [92], and are known to induce activity of the SPS1-related proline/alanine-rich kinase (SPAK), highly expressed in the choroid plexus [92], and demonstrated as an activator of NKCC1 and thus CSF secretion [34, 40, 64, 93]. This coupling between elevated CSF testosterone and choroid plexus transport activity could provide a mechanistic link between the androgen tone observed in IIH patients and the disturbed brain fluid dynamics that may contribute to the elevated ICP in this patient group. 

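In the obese + TT rats, the 7 of 8 transporters drawn in black in Fig. 8G that have a symbol in the tables used here had log2 fold changes between -0.02 and 0.14, and 6 of the 7 were higher. No adjusted p from limma was below 0.671, none passed when adjusted over the list alone, and no gene had an unadjusted p under 0.05. Slc12a2, the gene of NKCC1, was at 322.9 ± 9.34 TPM in lean control and 343.4 ± 22.2 TPM in obese + TT rats (SD, n = 4 of each; exact two-sided permutation test, p = 0.143). Slc4a10 (ENSRNOG00000005307) was at 327.5 ± 17.0 and 360.4 ± 22.0 TPM (SD, n = 4 of each). Stk39 (ENSRNOG00000024808), the gene of SPAK, was at 303.3 ± 11.2 and 319.4 ± 11.8 TPM (SD, n = 4 of each, exact two-sided permutation test, p = 0.143). These are RNA levels. The coupling that the paper proposes concerns the activity of SPAK and NKCC1, which RNA levels do not measure, so they do not test it.

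**Figure D2:**
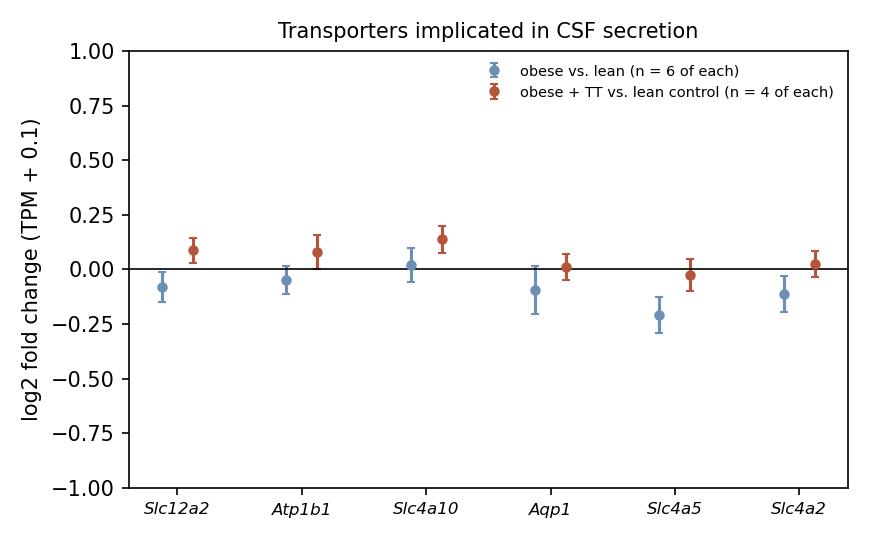
Log2 fold change on the TPM + 0.1 scale (y axis) of 6 transporters implicated in CSF secretion (x axis). Points are the obese vs. lean and the obese + TT vs. lean control comparisons, and bars are standard errors from limma. The obese + TT values lie between -0.02 and 0.14 and the obese values between -0.21 and 0.02.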

Curiously, the higher CSF secretion could not be directly assigned to transcriptomic changes of transporters known to be involved in CSF secretion. However, network analysis of the differentially expressed genes merged with the association network of the first order connections of this subset of choroid plexus transporters, demonstrated potential regulatory factors, i.e. kinases, phosphatases, and phospholipases, modulated by obesity and adjuvant testosterone that could indirectly affect the rate of CSF secretion, although none of these have been investigated for their modulation of CSF secretion. However, as the RNAseq was performed on choroid plexus obtained from rats following the same treatment as those undergoing physiological experiments, these gene changes could have been present from birth. In addition, two of the upregulated cotransporters, the monocarboxylate transporter MCT12 and the Na^+^-dependent iodide transporter NIS, belong to families of transport proteins known to transport water as an inherent feature of their transport cycle [94–96] and could thus– although never tested– be involved in CSF secretion by the choroid plexus. An elevated expression of these could therefore contribute to the elevated rate of CSF secretion observed in these rats.

The elevated rate of CSF secretion observed in the testosterone-treated obese rats did not associate with elevated brain water content, increased ICP, or papilledema. This lack of total brain fluid accumulation could originate in the elevated CSF drainage capacity detected in obese testosterone-treated Zucker rats. The increased drainage capacity would, accordingly, prevent elevation of ICP, which in turn would prevent pressure-related ophthalmological disturbances characteristic of IIH, like papilledema [1]. Such unexpected elevation in CSF drainage capacity would allow the increased CSF production to readily dissipate from the brain and thus prevent brain fluid accumulation and associated ICP elevation. IIH patients usually present with *reduced* drainage capacity, as observed in the increased CSF outflow resistance (R_out_) [21–23], possibly arising with prolonged obesity and associated fibrosis and astrogliosis of drainage pathways [29, 97]. Disturbance of the glia-neurovascular interface in IIH patients has been previously described, and has been associated with this obesity-related astrogliosis [71, 98]. These rats therefore do not recapitulate this important feature of reduced CSF drainage capacity, generally associated with IIH and also detected in rats raised on high fat diet [34, 78], which is considered a limitation to the study. Curiously, despite the undisturbed overall brain water content detected in the obese, testosterone-treated rats, the lateral and third ventricle volume was reduced compared to their lean control counterparts. These findings could suggest fluid penetration into the brain parenchyma, as has been suggested for IIH patients [30, 74] and/or diverted to the subarachnoid space [73] and could relate to the distinct lack of ventriculomegaly (sometimes even reported slit ventricles [99]) observed in IIH patients, despite their elevated CSF pressure. Such smaller brain volume could contribute to the excess CSF drainage capacity and lack of ICP elevation in the obese rats. Interestingly, the decreased brain weight and volume that we observed in these obese Zucker rats is consistent with decreased total and grey matter volumes observed in brains of obese human patients [100–102].

In conclusion, we demonstrate that in experimental rats, obesity itself– at least when achieved on regular chow instead of a high-fat diet does not lead to elevated ICP or disturbed fluid homeostasis, as is also the case in humans, where a range of co-factors appear to separate the IIH patients from age-, sex-, and BMI-matched control subjects [36, 86]. Combination of two cardinal features observed in female IIH patients; obesity and elevated CSF androgen tone, caused an increase in the rate of CSF secretion in these rats, which, however, did not lead to elevated ICP due to the elevated drainage capacity in the obese rats. If future clinical research detects this feature of testosterone-mediated elevated CSF flow rates in IIH patients, combined with the reduced CSF drainage capacity observed in this patient group, one could imagine– over prolonged time– that these two features together could contribute to the elevated ICP characteristic of IIH. Androgen blockage and/or therapeutic modulation of the CSF secretion machinery may thus, in the context of obesity, elucidate novel avenues for pharmaceutical therapy of IIH patients.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

The datasets used in the current study are available from the corresponding author on reasonable request. Raw RNAseq data are available at the NCBI GEO database with accession number GSE232814, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232814. Scripts and data analysis are available at: https://github.com/Sorennorge/MacAulayLab-RNAseq3-Zucker.

How the deposited data were processed for this re-analysis (not part of the article)

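Choroid plexus RNA of 20 female Zucker rats was measured in a pair of cohorts, 6 lean and 6 obese untreated rats, and 4 lean control and 4 obese + TT injected rats. The authors mapped paired-end reads with STAR and ran DESeq2 on STAR's gene counts. The authors deposited TPM for 32883 Ensembl genes per rat, scaled so that each rat sums to 1000000 within rounding, and FPKM, which is the TPM times a factor of its own for each rat. Counts were not analysed here, and the program that made TPM and FPKM is not named in the paper's text.

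The number of reads behind a value is unknown. Ratios of FPKM between 0.5 and 2 were compared for the 190 pairs of libraries. The fullest bin of width 0.04 on the log2 scale held 2.8 to 7% of the genes of a pair, and no whole reads were recovered. An exact 0 may be a failed estimate, so a gene without signal is described as listed at 0.

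The plan written before the files were examined was a count test. Because the files hold TPM, limma 3.58.1 in R 4.3.3 was used on log2(TPM + 0.1) for genes with a mean of at least 0.1 TPM over the libraries of a fit, with a trend in eBayes and without its robust option, on the groups of one comparison only. P-values were adjusted by Benjamini-Hochberg and a gene was called at an adjusted p under 0.05. This setting was decided after the unit was seen and before any comparison was run. It was then set beside 16 combinations per comparison of the pseudocount (0.1 or 1), the minimum mean TPM (0.1 or 1), the trend and the robust option, run before they were written down as alternatives. All alternatives that were not in the plan were chosen after seeing the data. The test was checked on simulated TPM with 200 changed genes and noise drawn independently for each gene. Single genes were compared by exact two-sided permutation tests of the difference of mean log2(TPM + 0.1). Figures and tables were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

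The difference between both contrasts was tested in one fit of the 20 libraries. The log2 fold changes of the cohorts were correlated across genes. For the comparisons with more than 100 possible splits of the rats, 100 were drawn with a fixed seed, and for the 8 injected rats all 35 were used, with the real grouping counted among them each time. Of 13 lists of marker genes written before the files were examined, 2 have at least 80% of their genes named in the tables used here, the choroid plexus epithelium (10 of 10) and the heat shock response (12 of 15). These were tested with camera at a preset correlation of 0.01, and the other 11 were not tested with it. No duplicate library was found: among the 42 pairs of one group, at most 0.46% of the genes had identical values.

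Genes are named here by a rule set before the files were examined. It takes the genes that the paper's RNA-seq results and networks name, genes past the threshold with non-overlapping groups, marker genes, and the 5 genes with the smallest p for the difference between the contrasts. Since no gene passed the threshold, genes with the smallest adjusted p and genes called only in an alternative are named as well, chosen after their values were seen. Which members of the longer lists are printed was also settled after some values per rat had been seen. Symbols come from the paper's Additional files, whose sheets of all genes are shortened here to 1997 rows each (the paper gives 21252 and 21722 expressed genes), so no overlap or enrichment test was run on them. A member of the list of CSF secretion transporters is counted with that list but not reported here. GO categories and association networks were not rebuilt.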

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

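The tests of the Lepr outlier were chosen only after the result was seen. The TPM of each gene named in these results, in the cohort it is named for, and the number of genes above 0 TPM were checked for a rat far from the others of its group. This did not cover genes named only for their level in the lean rats of both cohorts, nor Slc29a4 and Kcnk16 in the injected cohort. In 180 groups 9 were found, where 9 would be found by chance.

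Lepr (ENSRNOG00000023664), the leptin receptor gene that carries the obesity mutation of these rats, was at 358.77 TPM in lean control rat 14, while the other lean control rats were between 43.1 and 58.83 TPM. Lean rats 1 and 2 of the untreated cohort were also high, at 112.3 and 65.54 TPM. Most genes did not rise with Lepr. The median of the 6937 genes with a mean of at least 10 TPM moved by -0.067 on the log2 scale in rat 14. Lepr moved by 2.76, and 3 of these genes, counting Lepr, rose as far. TPM has the depth of a library divided out, so this median cannot test a shift of the whole library. Rat 14 also had the fewest genes above 0 TPM among the injected rats (14968) and stood apart on the first principal component (54.5). A cause in the library as a whole therefore stays open. RNA from stromal fibroblasts is argued against by the 7 of the 10 genes listed for them that have a symbol at hand. Their largest rise in rat 14 was 0.32 on the log2 scale, and 1 of the 7 was above all the other lean control rats. RNA from neurons stays open, since 0 of 12 genes listed for neurons in general have a symbol at hand. Of 16 genes listed for striatal neurons 4 have one, and none of the 4 was highest in rat 14 among the lean control rats. For astrocytes 2 of 8 genes have a symbol. In rat 14 Gja1 was at 1.21 TPM (other lean control rats 1.62 to 2.47 TPM) and Glul at 119.75 TPM (119.89 to 128.73 TPM). Neither rose with Lepr, which argues against astrocyte RNA for these 2 genes only. No biological explanation was tested. Without rat 14 the log2 fold change of Lepr in the injected cohort was 0.32 in place of -0.39.

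Slc15a2 was at 10.31 TPM in lean control rat 13, below the other lean control rats (15.56 to 16.06 TPM) and within the obese + TT rats. Mapk3 was at 50.29 TPM in obese + TT rat 20, below the others (59.06 to 60.12 TPM), and Flot2 was at 57.44 TPM in obese + TT rat 18, above the others (53.04 to 53.43 TPM). In the untreated lean rats, Igsf1 was at 56.83 TPM in rat 6, below the others (65.13 to 68.5 TPM), and RGD1561113 was at 108.5 TPM in rat 2, above the others (51.67 to 63.37 TPM). No technical or biological explanation was tested for these 5.

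In lean control rat 13, Wee1 was at 12.04 TPM (7.87 to 8.24 TPM in the other lean control rats), Hba-a1 at 3302.78 TPM (1213.2 to 1286.82 TPM) and Hba-a2 at 1105.64 TPM (409.15 to 495.78 TPM). The number of outliers is what chance gives for independent groups. Genes measured in the same rats are not independent, so the number does not show whether rat 13 is ordinary. That several fall on rat 13, Slc15a2 among them, is partly a matter of how the genes were picked, since Wee1 is named here because it had an adjusted p under 0.05 from limma without this rat, as had Hba-a1 and Hba-a2. These 2 globin genes were picked after the result was seen, to test for blood. A mislabelled sample and more blood were tested for this rat and for the globin genes, as given with the observations, and neither was settled. No explanation was tested for Wee1. In 2 genes outside this check rat 13 also lay apart from the other lean control rats and within the range of the obese + TT rats. Slc29a4 was at 32.17 TPM (64.34 to 69.14 TPM in the other lean control rats) and Kcnk16 at 3.07 TPM (1.41 to 1.6 TPM). Slc29a4 too had an adjusted p under 0.05 from limma without this rat.

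ENSRNOG00000019108, which has no symbol in the tables used here, was higher in every untreated obese rat than in every lean rat (12.9 ± 0.87 and 10.7 ± 0.88 TPM, SD, n = 6 of each) and lower in every obese + TT rat than in every lean control rat (15.1 ± 1.22 and 18.7 ± 1.56 TPM, SD, n = 4 of each). The difference between the 2 contrasts was -0.57 on the log2 scale (standard error 0.11, adjusted p = 0.148 from limma), so it did not pass the threshold with all rats. Without lean control rat 13 it did, as 1 of 14 genes. It was among the 5 genes with the smallest p for this difference, so it was picked for it. Testosterone, the injections and the cohort differ together between the contrasts and are not separated by the design.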

How the results depend on the processing

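Alternatives that keep the count test, its normalizations, its filter, surrogate variables or strand columns were not run, because the files hold no counts, and genes near Lepr were not examined because the identifiers could not be joined to positions. The alternatives set before the data were examined that could be run are the fit of all 20 libraries, leaving out each rat, a bound on the fold change, fry, camera with an estimated correlation and a TPM above 0 in every rat. All other alternatives were chosen after seeing the data. No paired analysis was possible because the groups share no replicate numbers.

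No gene passed the adjusted threshold of 0.05 in either comparison as reported, with 1466 and 1134 genes at an unadjusted p under 0.05. Over the 16 combinations of pseudocount, minimum TPM, trend and robust option, the obese vs. lean comparison gave 0 genes in 16 and the obese + TT comparison gave 0 in 14 and 5 in 2, namely with a mean TPM of at least 1, with trend and robust, at either pseudocount (Cacna2d2, Nphs1, Pik3ap1, Prlr and Ube2v2, all lower). With all 20 libraries in one fit, the counts were 3 and 6. With median-of-ratios scaling, and with FPKM in place of TPM, the obese vs. lean count was 1 (Igsf1). With the fold change bound of 1.5, both counts were 0, which had to be so because a bound only removes genes. The cause of these changes was not tested.

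Leaving out one rat gave from 0 to 1 gene in the 12 fits of the untreated cohort and from 0 to 25 in the 8 fits of the injected cohort, of which 6 gave at least 1 gene. The 25 were found without lean control rat 13, where Arntl, Dbp, Prlr and Cacna2d2 also passed the threshold. The count at an unadjusted p under 0.05 went from 1139 to 1636 in the untreated and from 809 to 1479 in the injected cohort.

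For the difference between the 2 contrasts, 0 of 15406 genes passed as reported, with 1288 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0679 for Bicdl1. The count was 2 with a pseudocount of 0.01, with median-of-ratios scaling and with FPKM, 1 with a mean TPM of at least 1 and 1 with the robust option, and from 0 to 14 across the 20 fits that each left out one rat, the 14 without lean control rat 13. Bicdl1 was in each of these 5 changed settings.

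The transporters of Fig. 4E past the threshold stayed at 0 in all settings and at 12 to 13 when adjusted over the list alone and one rat was left out. For Fig. 8E the count over all genes was 0 as reported, 1 in the fit of all 20 libraries and from 0 to 1 with one rat left out. Adjusted over the list alone it was 14 as reported, 9 in the fit of all 20 libraries and from 4 to 13 with one rat left out, lowest without lean control rat 15. The CSF secretion transporters past the threshold stayed at 0 over all genes in both cohorts; adjusted over the list alone the count went from 0 to 1 in the untreated cohort, the 1 without obese rat 11, and stayed at 0 in the injected cohort.

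Some log2 fold changes changed sign when one rat was left out. With all rats these were near 0, except that of Lepr in the injected cohort, at -0.385. In the untreated cohort this was Slc4a10 (from -0.020 to 0.064). In the injected cohort it was Aqp1 (from -0.011 to 0.046, and -0.001 with FPKM), Slc4a5 (from -0.063 to 0.026), Slc4a2 (from -0.012 to 0.070) and Lepr (from -0.702 to 0.316, the last without lean control rat 14). These were the only genes to change direction among the 45 gene results compared across alternatives.

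The correlation of the log2 fold changes of the cohorts across genes was 0.003 as reported. It was -0.017 with a pseudocount of 1, 0.019 with a pseudocount of 0.01 and -0.013 with a mean TPM of at least 1, and from -0.014 to 0.027 across the 20 fits that each left out one rat. Of the marker list tests, 1 passed as reported, the heat shock list in the injected cohort, and 0 passed with fry and 0 with an estimated correlation, while the list passed in all 8 fits that left out one rat of the injected cohort. The number of genes above 0 TPM in every rat was within 1.5 times the number above 0 in at least one rat in both cohorts.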

Differences from the paper's values

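The paper reports 316 differentially expressed genes between obese and lean rats (1.5% of the expressed genes, 151 upregulated and 165 downregulated) and 202 between obese + TT and lean control rats (0.9%, 108 upregulated and 94 downregulated). In limma on log2(TPM + 0.1), all these values were 0, with 1466 and 1134 genes at an unadjusted p under 0.05. The paper's test ran on read counts, which were not used here. None of the alternatives set before the data were examined closed the gap. The bound on the fold change gave 0 and 0, but it can only remove genes, so it could not have closed the gap. The fit of all 20 libraries gave 3 and 6 genes, and leaving out one rat gave 0 to 1 and 0 to 25.

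Some of these fits called genes that the paper also calls. In the untreated cohort these were Mpzl2 in the fit of all 20 libraries and Saxo2 without lean rat 6. Igsf1 was called with median-of-ratios scaling and with FPKM, settings chosen after seeing the data. In the injected cohort they were Cacna2d2, Nphs1 and Rrh in the fit of all 20 libraries, Pik3ap1 without obese + TT rat 19, and 14 genes without lean control rat 13 (Arntl, Cacna2d2, Col14a1, Gdf11, Nat8f5, Nphs1, Pik3ap1, Pon1, Ppp2r2c, Prlr, Rrh, Wdr86, Wee1 and Zim1). Cacna2d2, Nphs1, Pik3ap1 and Prlr were called with a mean TPM of at least 1 together with the robust option, at both pseudocounts, a setting chosen after seeing the data.

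The group means matched the paper's, while single log2 fold changes were not equal to the paper's. That of Slc4a1 in the untreated cohort was 1.33 in the paper and 1.01 here. For Slc16a4 in the injected cohort, lean control relative to obese + TT rats, it was 0.95 in the paper and 1.28 here. Both sets of values come from the same rats, so the spread between rats is a loose bound for them. All 54 group means of transporters in the paper's tables were within 0.01 TPM of the means of the files, and none of 29 log2 fold changes set beside the paper's differed by more than the spread between rats. For the injected cohort this holds only once the sign is reversed, since the paper's table gives lean control relative to obese + TT rats.

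The paper's volcano plot in Fig. 8C counts more genes as upregulated than as downregulated in the obese + TT rats. By the mean TPM of the same genes, 92 of the 201 in the copy were higher and 108 were lower in the obese + TT rats.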

Other observations

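The tests of the globin genes, Mt-atp8, the clock genes and the splits for the adjusted counts were chosen only after the result was seen.

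The number of genes at an unadjusted p under 0.05 was compared with splits of the same rats, the real grouping being counted as one of the splits in every count given here. As many as the 1466 genes of obese against lean were found in 14 of 100 splits of the 12 rats, and as many as the 1134 genes of obese + TT against lean control in 4 of the 35 splits of the 8 rats. For the difference between the contrasts it was 7 of 100. Variation among rats unrelated to the groups may give unadjusted counts of this size. For the adjusted threshold the comparison says nothing, because the real count was 0 and any split gives as many (100, 35 and 100 splits). In 13 of the 100 and 14 of the 35 splits at least 1 gene passed it, at most 2 and 4 genes.

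The log2 fold changes of both cohorts showed no correlation across the 14521 genes tested in both (Pearson r = 0.003, Spearman rho = -0.023). Genes are not independent replicates. In 92 of 100 relabellings of the rats within both cohorts r was as large in size. The comparisons share no libraries. No gene was called in either cohort, so most fold changes may be spread between rats, and r cannot show that the responses are unrelated. Of the 14 transporters of Fig. 4E, 10 were lower and 4 higher in the untreated obese rats. In the obese + TT rats 13 were lower, all of these 10 among them, and 1 was higher. Slc4a1 and Cacna2d2 are in both Fig. 4E and Fig. 8E and moved the same way in both cohorts without overlap between the groups, with log2 fold changes of 1.01 and 1.37 for Slc4a1 and -0.49 and -0.81 for Cacna2d2.

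Leaving out lean control rat 13 took the count in the injected cohort from 0 to 25 genes. Its Arntl was at 1.56 TPM, the other lean control rats at 2.80 to 5.02 and the obese + TT rats at 0.79 to 1.35. Its Hba-a1 was at 3302.78 TPM, the others at 1213.2 to 1286.82 and the obese + TT rats at 2641 to 4444.12. A mislabelled sample was tested on the 21 genes with an adjusted p under 0.2 in the untreated cohort, scored in the direction of the untreated obese rats. Rat 13 scored 0.096, above the other lean control rats (-0.171 to 0.06) and within the obese + TT rats (-0.114 to 0.142), which is what a wrong label would give. But these groups overlapped in the score, which therefore does not separate them, so a wrong label and a rat that differs in a few processes cannot be told apart by it. Prlr, at 244.79 TPM in rat 13, was above all obese + TT rats (147.84 to 184.94 TPM), but it is one of the genes with the smallest p between these groups.

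In the obese + TT rats Arntl was lower and Cry2, Nr1d2, Dbp and Bhlhe41 were higher, so 4 of 4 genes moved opposite to Arntl, against 1 of 4 in the untreated cohort. A candidate explanation is the time of day at which the tissue was taken. It cannot be told apart from an effect of obesity, testosterone or feeding on the clock, because no time is given for a rat here and 5 of the 17 clock genes listed have a symbol at hand. The paper's Fig. 8F holds 4 of the 5, picked from these libraries. Lean control rat 13, with Dbp at 135.77 TPM, lay with the obese + TT rats (128.11 to 174.68 TPM).

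Slc4a1, which is also the anion exchanger of red blood cells, was the transporter with the largest relative rise in both figures. More blood in the tissue of the obese rats is a candidate explanation. The mean log2 TPM of Hba-a1, Hba-a2 and Hbb was higher by 0.40 in untreated obese rats (exact permutation test, p = 0.0519, 3 of 6 rats above all lean rats) and by 0.97 in obese + TT rats (exact permutation test, p = 0.0571, 3 of 4 rats above all lean control rats). These do not pass 0.05. Hba-a1 and Hba-a2 had an adjusted p under 0.05 from limma in the injected cohort without lean control rat 13, whose Hba-a1 lay with the obese + TT rats. Of the 8 genes listed for erythroid cells, 4 have a symbol at hand, Slc4a1 and the 3 globin genes. Adjusted over the list alone, 4 of the 4 passed in the untreated cohort and 3 of the 4 in the injected cohort, with Slc4a1 picked by the study from these libraries. These values go with more blood, but the test of the globin genes did not pass with all rats, so blood and a change in the choroid plexus itself cannot be told apart. At 0.09 to 0.96 TPM, Slc4a1 is also too low to compare its rise with that of the globin genes. Lists of other cells moved in the obese + TT rats as well. Adjusted over each list alone, 3 of 4 striatal neuron genes and 2 of 2 astrocyte genes passed, all higher. Of the mural, macrophage, endothelial and stromal fibroblast genes, 2 of 3, 2 of 3, 1 of 3 and 3 of 7 passed, all lower. None passed over all genes, and the 3 striatal genes had means of at most 1.755 TPM. Differences in other cells of the tissue were not tested further.

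Mt-atp8 was listed at 0 in lean control rats 14 and 15 and at 11719.13 to 20675.21 TPM in the other injected rats. Mt-atp6, its neighbour on the same mitochondrial transcript, was at 11255 and 12061 TPM in rats 14 and 15, within the 11011 to 13009 TPM of the other injected rats, which argues against a loss of the transcript. A failed estimate for this short gene remains open. Of the genes of at least 5 TPM in every untreated rat, 14 were listed at 0 in at least 1 injected rat, 1 of them in all 8. Of those of at least 5 TPM in every injected rat, 6 were listed at 0 in at least 1 untreated rat and 0 in all 12.

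The heat shock list was lower in obese + TT rats (camera with a preset correlation, p = 2.47e-05, adjusted p = 9.9e-05, median log2 fold change -0.23, 11 of 12 genes lower), with 0 genes at an unadjusted p under 0.05. A camera p as small was found in 8 of the 35 splits of the rats, and the adjusted p was 0.639 with fry and 0.652 with an estimated correlation. In the untreated cohort its adjusted p was 0.291 and 38 of 100 splits gave a p as small. The choroid plexus epithelium list had an adjusted p of 0.726 in the untreated cohort (51 of 100 splits) and 0.856 in the injected cohort (30 of 35 splits). Of the heat shock genes, Hsp90aa1, Hspa8, Dnajb1, Dnaja1 and Chordc1 are in the paper's Fig. 4F, picked from the untreated libraries.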
